# MYC-Associated Factor MAX is a Regulator of the Circadian Clock

**DOI:** 10.3390/ijms21072294

**Published:** 2020-03-26

**Authors:** Olga Blaževitš, Nityanand Bolshette, Donatella Vecchio, Ana Guijarro, Ottavio Croci, Stefano Campaner, Benedetto Grimaldi

**Keywords:** circadian clock, MYC-associated factor X, clock network, MAX network, MNT, BMAL1, cancer, MYC

## Abstract

The circadian transcriptional network is based on a competition between transcriptional activator and repressor complexes regulating the rhythmic expression of clock-controlled genes. We show here that the MYC-associated factor X, MAX, plays a repressive role in this network and operates through a MYC-independent binding to E-box-containing regulatory regions within the promoters of circadian BMAL1 targets. We further show that this “clock” function of MAX is required for maintaining a proper circadian rhythm and that MAX and BMAL1 contribute to two temporally alternating transcriptional complexes on clock-regulated promoters. We also identified MAX network transcriptional repressor, MNT, as a fundamental partner of MAX-mediated circadian regulation. Collectively, our data indicate that MAX regulates clock gene expression and contributes to keeping the balance between positive and negative elements of the molecular clock machinery.

## 1. Introduction

Many cellular processes are regulated by an endogenous cell-autonomous clock (the circadian clock) that has an intrinsic period of approximately 24 h [1,2,3]. The molecular mechanism underlying these circadian rhythms is based on the interconnected transcriptional–translational feedback loops where specific transcription factors repress the expression of their own target genes [4,5,6].

Studies in cultured cells clearly showed the cell-autonomous feature of the transcriptional circadian rhythmicity and allowed the dissection of the molecular architecture of the clock [7,8].

Accordingly, the clock core network has been conceptualized as two transcriptional complexes operating in an antagonistic manner on the expression of clock-controlled genes (CCGs). On the one hand, the proteins CLOCK and BMAL1 interact to form a clock activator complex that stimulates the transcription of CCGs by recognizing E-box and E-box-like cis-regulative elements proximal to their core promoters [9]. On the other hand, the association of PERIOD and CRYPTOCHROME proteins with CLOCK/BMAL1 forms a transcriptional repressor complex that decreases CLOCK/BMAL1-dependent transcription [10,11,12,13]. The periodic competition between clock-activator and clock-repressor complexes determines the circadian expression of around 5%–10% of the mammalian transcriptome [14,15,16]. Nevertheless, additional negative regulators, such as REV-ERB nuclear receptors [13,17], appear important for a proper circadian rhythm, and mathematical modelling of the circadian clock gene-regulatory network indicated that a synergy of multiple inhibitions are required for robust self-sustained oscillations [18]. In addition, a proper balance between activators and repressors of E-boxes has been proposed as a crucial requirement for generating circadian rhythms [19,20].

Disruption of the molecular clock is associated with a variety of human pathologies, including cancer [6,21]. Ectopic overexpression of the oncogenic MYC protein has been recently reported to alter circadian gene expression in cancer cell lines, although the molecular mechanism behind this MYC function is still highly debated [22,23,24,25].

MYC is a transcription factor that can either activate or repress transcription depending on the interacting protein partners [26,27]. As a heterodimer with the MYC-associated X-factor (MAX) protein, MYC stimulates transcription of diverse genes bearing promoter-proximal E-boxes, including important cell cycle and metabolic genes. However, MYC can also repress gene expression when recruited in complex with MIZ1 to non-E-box sites in the promoters of MIZ1 target genes [28,29,30].

Whether MYC-mediated alteration of the circadian rhythm depends on one or both mechanisms is still debated. Indeed, MYC overexpression was shown either to interfere with E-box-driven transcription of the BMAL1-containing molecular clock complex [22] or to act as a direct transcriptional repressor of BMAL1 in an E-box-independent fashion [23].

We report here that MAX operates as an unexpected integral regulator of the circadian transcriptional network in an MYC-independent manner in both cancer and non-cancerous cell lines. We further identified the MAX-binding protein MNT as a fundamental component of MAX-mediated clock regulation.

## 2. Results

### 2.1. Knockdown of MAX Represses the Transcription of Core Clock Genes in Cancer Cell Lines

Studies in U2OS cells overexpressing an ectopic MYC protein have shown that elevated levels of MYC can profoundly alter the expression of CLOCK/BMAL1-regulated genes [22,23]. Upregulation of MYC has been reported in many triple-negative breast cancer (TNBC) cells [31]. Accordingly, we observed elevated levels of MYC protein in a TNBC cell line, MDA-MB-231, compared with non-cancerous MFC10A and non-triple negative breast cancer cells (Supplementary Figure S1A).

We thus decided to evaluate whether MYC/MAX complex might control clock gene transcription in MDA-MB-231 by comparing the mRNA levels of core clock genes in cells in which expression of *BMAL1*, *MYC,* or *MAX* were knocked down by siRNA. In line with observations in *Bmal1^−/−^* mice [32,33] and with direct and indirect roles of BMAL1 in regulating clock-controlled genes [32,34,35], cells knocked down for *BMAL1* differently altered the expression of diverse clock-controlled genes (*PER1*, *PER2, NR1D1*, *NR1D2*, *TEF, CRY1,* and *CRY2*) (Figure 1A). Conversely, the expression of characterized MYC target genes involved in cell proliferation [36], such as *CDK4*, *CDC25C*, *RCF4*, *NCL,* and *MCM2*, showed negligible differences in *BMAL1*-silenced cells compared with control cells (Figure 1A).

While knockdown of *MYC* markedly reduced mRNA levels of MYC proliferative-related targets, it had negligible effects on BMAL1-regulated genes (Figure 1B). Strikingly, cells with knocked down *MAX* showed drastic alterations in diverse clock transcripts (Figure 1C). Indeed, diverse core clock repressor genes were significantly upregulated upon MAX silencing (*PER1*, *PER2*, *CRY1,* and *CRY2*), while BMAL1 expression was reduced (Figure 1C).

Notably, the decline of MAX in *MAX*-silenced cells was not sufficient for significantly influencing proliferative MYC targets, suggesting that the remaining MAX protein could still ensure a proper function of the MAX/MYC complex.

In line with our transcriptional data, knockdown of either *MAX* or *BMAL1* had no effect on cell proliferation, while *MYC*-silenced MDA-MB-231 cells showed significantly reduced growth compared with control cells (Figure 1D). Immunoblot analysis in MDA-MB-231-silenced cells confirmed that reduction of either BMAL1- or MAX-elevated PER2, CRY1, and CRY2 protein levels, whereas knockdown of MYC had no such effect (Figure 1E). Consistent with the observation that only *MYC*-silencing influenced MDA-MB-231 proliferation, protein levels of the cell cycle regulator cyclin dependent kinase inhibitor 1A (CDKN1A, also known as p21) showed differences solely in *MYC*-silenced cells (Figure 1E).

Knockdown of *MAX* expression by using two additional diverse and non-redundant siRNA sequences against *MAX* transcripts similarly affected *BMAL1*, *PER1*, *PER2*, *CRY1*, *CRY2*, and *TEF* transcript levels (Supplementary Figure S1B), thus ruling out that altered clock gene expression in *MAX*-silenced cells derived from off-target effects.

Notably, the knockdown of MAX significantly increased the expression of clock genes in a different TNBC cell line, BT549, as well as in cancer cell lines originated from skin (A375), stomach (SNU16), and liver (HEPG2) tumors (Figure 1F), thus indicating that MAX-mediated regulation of clock genes might be extended to diverse human cell lines.

### 2.2. MAX-Inhibition of the Core Clock Genes is Independent of CRY-Mediated Repression but Requires a Functional E-Box Responsive Element

The effect of MAX silencing on the transcription of clock genes resembles the molecular phenotype observed in cells or tissues lacking CRY repressor proteins (i.e., transcriptional de-repression of CLOCK/BMAL1/CRY targets) [5,32]. We thus investigated whether MAX might affect CRY-mediated repression by evaluating the expression of *PER1* and *PER2* following treatment with a CRY agonist (KL001 [37]) in MDA-MB-231 knocked down for *BMAL1* or *MAX*. As expected, KL001-augmented CRY transcriptional repression in control cells, as indicated by the significant decrease of *PER1* and *PER2* mRNA levels in KL001-treated cells compared with a vehicle (Figure 2A,B). In line with the essential role of CLOCK/BMAL1 complex in mediating CRY1 activity [5], the knockdown of *BMAL1* strongly reduced KL001-mediated inhibition of *PER1* and *PER2* transcription.

In contrast, KL001 efficacy was preserved upon *MAX* knocked down, as indicated by a comparable drug-related decrease in *PER* transcripts in both *MAX*-silenced and control cells (Figure 2A,B). In addition, *MAX* silencing significantly enhanced the transcription of *PER1, PER2, CRY2*, and *TEF* in both control and *CRY1*-silenced cells (Supplementary Figure S2A). Collectively, our results suggest that MAX repression operates independently from the activity of the BMAL1/CLOCK/CRY repressor complex.

Considering that MAX directly interacts with E-box and E-box-like elements [38,39], we then evaluated whether this transcription factor regulates the expression of clock target genes by acting on clock-responsive E-box regulatory regions. To evaluate this aspect, we generated two transgenic MDA-MB-231 cell lines expressing the green fluorescent protein (*GFP*) gene under the control of a promoter fragment of *PER2* containing either a wild-type or a mutated E’-box element (*E’-box-GFP and E’^mut^-box-GFP* cells, respectively; Figure 2C). Indicating a functional clock regulation of our cell-based reporter system, KL001 reduced the expression of *GFP* in *E’-box-GFP*, but not in *E’^mut^-box-GFP* cells (Supplementary Figure S2B). As an internal control, KL001 treatment inhibited the transcription of the endogenous *PER2* gene in both cell lines.

We thus evaluated the effect of MAX silencing in the GFP reporter cells. Revealing that MAX requires a functional E’-box for its transcriptional activity, the knockdown of *MAX* reduced GFP expression in *E’-box-GFP*, but not in *E’-box^Mut^-GFP* cells (Figure 2D,E). In contrast, endogenous *PER2* transcription was elevated in both cell lines upon the silencing of either *BMAL1* or *MAX*.

### 2.3. MAX is Recruited on BMAL1 Bound Genomic Regions in a MYC-Independent Manner

Our results with the GFP-reporter cell lines suggest that BMAL1 and MAX might be recruited on the same E-box containing regulatory regions within the promoters of clock target genes. To explore this possibility, we performed chromatin immuno-precipitation sequencing (ChIP-seq) experiments with specific antibodies against BMAL1 and MAX proteins. This analysis revealed a large number of genomic regions bound by MAX (around 13,000 peaks), while BMAL1 binding was limited to about 800 regions (Figure 3A; Supplementary Tables S1 and S2). 

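MDA-MB-231 is an established human triple-negative breast cancer cell line. Cells were cross-linked for 10 min with 1% formaldehyde, chromatin was immunoprecipitated with 4 µg of anti-BMAL1 or anti-MAX antibody, and input chromatin served as the control. The data comprised 1 library for each antibody and 1 input library, so differences between peaks have no replicate check and the tests compare these libraries only. The authors aligned the reads on hg19 with BWA and called peaks separately for each antibody with MACS2 2.0.9 against the same input. For every peak, the deposited lists give its position and summit, the pileup of extended fragments at the summit, the fold enrichment of that pileup over the local input background, and the -log10 of its p-value and q-value. The BMAL1 list was made from 13866783 tags, with at most 2 tags kept at the same position, and the MAX list from 11545865 of 11545974 tags, with at most 1 tag kept. The input library held 29308884 tags, of which 29308882 were used. With tags extended to 300 bp, these depths give an expected background pileup of 1.54 for BMAL1 and 1.28 for MAX, so small differences in fold enrichment rest on few fragments. The lists record a p-value cutoff of 1e-05, and the methods give 1e-08. The lowest -log10 p was 6.34 among BMAL1 peaks and 5.01 among MAX peaks, and all listed peaks were used here. Peaks were counted as overlapping when they shared at least 1 bp. Differences in the level of fold enrichment were tested within a library only. Between antibodies, fold enrichment was correlated over pairs of overlapping peaks, and values at the same site are given side by side without a test. The signal of the input library was not analysed here other than through the fold enrichment and p-values.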

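The MAX list held 13650 peaks and the BMAL1 list 756. MAX peaks had a median length of 446 bp (range 300 to 3134) and covered 6958899 bp in all, while BMAL1 peaks had a median length of 406 bp (range 300 to 3108) and covered 347066 bp. The median fold enrichment over input was 9.73 for MAX peaks (range 1.53 to 60.8) and 10.3 for BMAL1 peaks (range 1.47 to 126.8). The median pileup at the summit was 18 fragments for MAX and 24 for BMAL1. The MAX count depended most on the threshold, falling to 7514 peaks at p 1e-12, where 551 BMAL1 peaks remained. At p 1e-08, a threshold added after the data were seen, 12435 MAX and 740 BMAL1 peaks remained.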

BMAL1 and MAX bound regions comprised both promoters and distal sites. 

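A peak was assigned to a promoter when at least 1 bp lay within 300 bp either side of the transcription start site (TSS) of any transcript annotated by GENCODE (release 44) on the hg19 assembly. By this rule 333 of the 756 BMAL1 peaks (44.0%, Wilson 95% confidence interval 40.5% to 47.6%) were promoter peaks and 423 were distal. Among MAX peaks, 7318 (53.6%, interval 52.8% to 54.4%) were promoter peaks and 6332 were distal. These intervals cover counting error only. The promoter share depended on the rule. When the summit had to lie inside the window, 288 BMAL1 peaks (38.1%) and 6240 MAX peaks (45.7%) were at promoters. With a single canonical TSS per gene, a setting chosen after the data were seen, 261 BMAL1 peaks (34.5%) and 5929 MAX peaks (43.4%) were at promoters, and under both of these settings distal peaks outnumbered promoter peaks for both factors. With 1 kb either side of any TSS the share rose instead, to 50.3% of BMAL1 peaks (380 promoter and 376 distal) and 61.6% of MAX peaks (5242 distal).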

Coherently with the circadian role of BMAL1 and its preference for E-box-containing sites, ontological annotation of BMAL1 bound regions showed significant enrichment for circadian regulated genes and E-box motifs (Supplementary Figure S3). 

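The E-box CACGTG was counted in 200 bp windows centred on the peak summits and in windows of the same size 2 kb to either side. It occurred at 569 of 756 BMAL1 summits (75.3%, Wilson 95% confidence interval 72.1% to 78.2%) and in 45 of 1512 flanking windows (2.98%), an odds ratio of 99.2 (two-sided Fisher's exact test, p = 2.7e-305). It occurred at 2889 of 13650 MAX summits (21.2%, interval 20.5% to 21.9%) and in 690 of 27300 flanking windows (2.53%), an odds ratio of 10.4. The windows of a library are not replicates, and the test compares windows within it. When E'-boxes (CACGTT or AACGTG) were counted as well, the odds ratios were 55.7 for BMAL1 and 6.04 for MAX, the largest change for both factors among the alternatives tried. When the BMAL1 list was divided into 4 groups of 189 peaks by increasing fold enrichment, CACGTG occurred at 61.4%, 80.4%, 74.1% and 85.2% of summits. The strongest BMAL1 peak by fold enrichment (126.8) lay on chromosome 17 from 38254909 to 38256111, in an intron of NR1D1. The next (fold enrichment 111) spanned 8059319 to 8060573 on the same chromosome, with its summit 124 bp upstream of a PER1 TSS. The third (98.6) lay on chromosome 20 from 3792100 to 3793055, 8618 bp upstream of the nearest protein-coding TSS, that of AP5S1. The fourth (94.6) lay on chromosome 19 from 49140506 to 49141397, with its summit 381 bp upstream of a TSS of the clock output gene DBP. The fifth (84.8) lay on chromosome 9 from 136024646 to 136025348, 192 bp upstream of a RALGDS TSS. All 5 overlapped a MAX peak, and all but that at DBP had CACGTG within 100 bp of the summit. The DBP peak held no CACGTG. The ontological annotation itself was not repeated here.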

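Of the 756 BMAL1 peaks, 636 (84.1%, Wilson 95% confidence interval 81.4% to 86.6%) overlapped a MAX peak and 120 did not. In the other direction, 637 of the 13650 MAX peaks (4.67%) overlapped a BMAL1 peak. When the BMAL1 peaks were moved together along each chromosome by random circular shifts, a mean of 0.609% (SD 0.297 over 10000 shifts) fell on a MAX peak, and no shift reached the share seen in place (one-sided permutation test, p = 1e-04, the smallest that 10000 shifts can give). Summits of overlapping BMAL1 and MAX peaks lay a median of 54 bp apart, and 465 of the 636 pairs (73.1%) lay within 100 bp. The share depended most on the number of MAX peaks considered. It was 22.5% (170 peaks) when only as many of the strongest MAX peaks as there were BMAL1 peaks were kept. The share was higher at the highest BMAL1 enrichment than at the lowest, but did not rise at each step. It was 78.8% of the 189 peaks of lowest BMAL1 fold enrichment (interval 72.5% to 84.1%). In the next groups of 189 it was 84.7% and 83.1%, and in the highest 89.9% (interval 84.8% to 93.5%). Among BMAL1 peaks, the median BMAL1 fold enrichment was 10.4 at the 636 shared peaks and 9.73 at the other 120, and 730 of 10000 random sets of 636 BMAL1 peaks had a median at least as high as the shared peaks, so the difference did not stand apart from random sets. Over the 636 pairs of overlapping peaks, BMAL1 and MAX fold enrichment correlated with a Spearman's rho of 0.26 and, on the log2 scale, a Pearson's r of 0.39 (two-sided permutation tests with 100000 resamples, p = 1e-05 for each, the smallest they can give). Of the 3 measures compared in this way, all had a Benjamini-Hochberg adjusted permutation p of 1e-05 for Spearman's rho. This correlation is across peaks of 1 library per factor, and peaks are not independent replicates. Both fold enrichments of a pair are also taken over the same input, which can make them correlate without related binding. The permutations break this link, so the tests cannot separate it from a relation between BMAL1 and MAX signal.

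**Figure D1:**
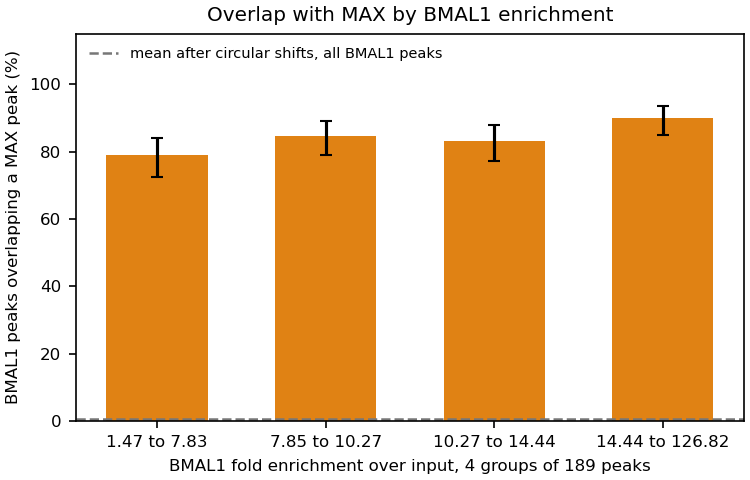
Percent of BMAL1 peaks that overlap a MAX peak (y axis) in 4 groups of 189 BMAL1 peaks by fold enrichment over input (x axis, range of each group), with Wilson 95% confidence intervals as error bars. All 4 bars stand between 78.8% and 89.9%, far above the dashed line at 0.609%, the mean after circular shifts.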

Remarkably, 85% of the BMAL1 bound sites overlapped with MAX bound regions (Figure 3B) and heatmap visualization of the ChIP-seq signals on the peaks shared by BMAL1 and MAX showed a robust enrichment on these regions for both transcription factors (Figure 3C). Furthermore, the enrichment of MAX was significantly higher on the genomic regions bound by BMAL1 than on the loci sites in which BMAL1 was not present (Figure 3D).

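The box plot of Figure 3D uses rpm/bp. The same comparison was made here with the fold enrichment over input that the authors deposited for each MAX peak. The 637 MAX peaks that overlapped a BMAL1 peak had a median fold enrichment of 13.8 (quartiles 10.2 and 18.9), and the other 13013 MAX peaks had a median of 9.65 (quartiles 7.79 and 12.1), a log2 ratio of the medians of 0.51. None of 10000 random sets of 637 MAX peaks had a median as high, and the highest was 10.3. Shared MAX peaks were also longer, with a median of 599 bp against 440 bp. In random sets matched on peak width in 10 classes, the mean of the medians rose from 9.77 to 10.9, and the highest was 11.7. Measured as -log10 p, the medians were 21.7 at shared and 12.2 at other MAX peaks, a log2 ratio of 0.83. This was the alternative that moved the ratio most. A ratio of -log10 p-values is on another scale than one of fold enrichments, so it does not show a larger difference. The distributions overlapped widely, since the lower quartile of the shared peaks lay above the median of the others but below their upper quartile.

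**Figure D2:**
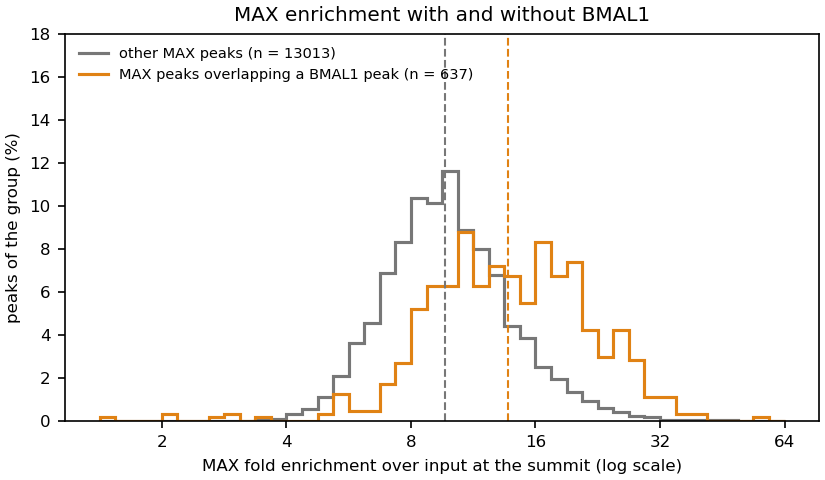
Distribution of MAX fold enrichment over input at the summit (x axis, log scale) as percent of the peaks of each group (y axis), for the 637 MAX peaks that overlap a BMAL1 peak (orange) and the 13013 that do not (grey). Dashed lines mark the medians, 13.8 and 9.65.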

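For PER1, PER2, CRY1, CRY2 and TEF, the peaks labelled in Figure 3E were looked up in the deposited lists by their number, and positions refer to hg19. The MAX peak at PER1 (chromosome 17, 8055561 to 8056322) had a fold enrichment of 22.6, higher than 97.7% of MAX peaks. Its summit lay in an intron, 182 bp upstream of an alternative TSS, and it overlapped a BMAL1 peak (8055355 to 8056351) with a fold enrichment of 37.8. A second labelled MAX peak at PER1 (8057519 to 8058004), also intronic, had a fold enrichment of 10.2 and overlapped no BMAL1 peak. At PER2 (chromosome 2), a MAX peak from 239197426 to 239197849 had a fold enrichment of 15.2. Its summit lay in an intron, 175 bp upstream of an alternative TSS and 65 bp from the summit of a BMAL1 peak (239197258 to 239197942, fold enrichment 47.4). A neighbouring MAX peak (239197929 to 239198228) was among the weakest of the list, with a fold enrichment of 5.64 and a -log10 p of 7.2. It overlapped the same BMAL1 peak only at the edges, with summits 578 bp apart. At CRY1 (chromosome 12), the MAX peak spanned 107487234 to 107488118 with its summit 302 bp upstream of the TSS. Its fold enrichment of 26.0 exceeded 98.9% of MAX peaks, and that of the overlapping BMAL1 peak (107487012 to 107488025) was 75.6. At CRY2 (chromosome 11), a MAX peak from 45868510 to 45869100 with a fold enrichment of 26.9 had its summit in annotated coding sequence. The summit lay downstream of the annotated 5' end of the gene (45868669) and 128 bp upstream of the nearest TSS, an alternative one. The overlapping BMAL1 peak (45868409 to 45869271) reached 75.2. A weaker intronic CRY2 peak pair lay more than 12 kb downstream, with fold enrichments of 7.62 for MAX (45881157 to 45881456) and 30.1 for BMAL1 (45881068 to 45881720). At TEF (chromosome 22), the MAX peak from 41776875 to 41778098 had a fold enrichment of 18.4, with its summit in an intron, 262 bp upstream of an alternative TSS, and the BMAL1 peak from 41776666 to 41778016 had a fold enrichment of 53.3. Of the 12 MAX peaks looked up for these 5 regions and those of Figure 4A, 11 overlapped a BMAL1 peak. The MAX list held 3 more peaks within 10 kb of a TSS of these genes, at PER1 (fold enrichments 53.9 and 6) and TEF (19.0), of which only that of 53.9 overlapped a BMAL1 peak, so 12 of all 15 did. All 10 BMAL1 peaks looked up ranked above 94.7% of the BMAL1 list, whereas the MAX peaks looked up ranged from above 3.83% to above 99.9% of the MAX list. Each of the 7 regions kept a MAX peak at p 1e-08 and at p 1e-12, thresholds added for this result after the data were seen.

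**Figure D3:**
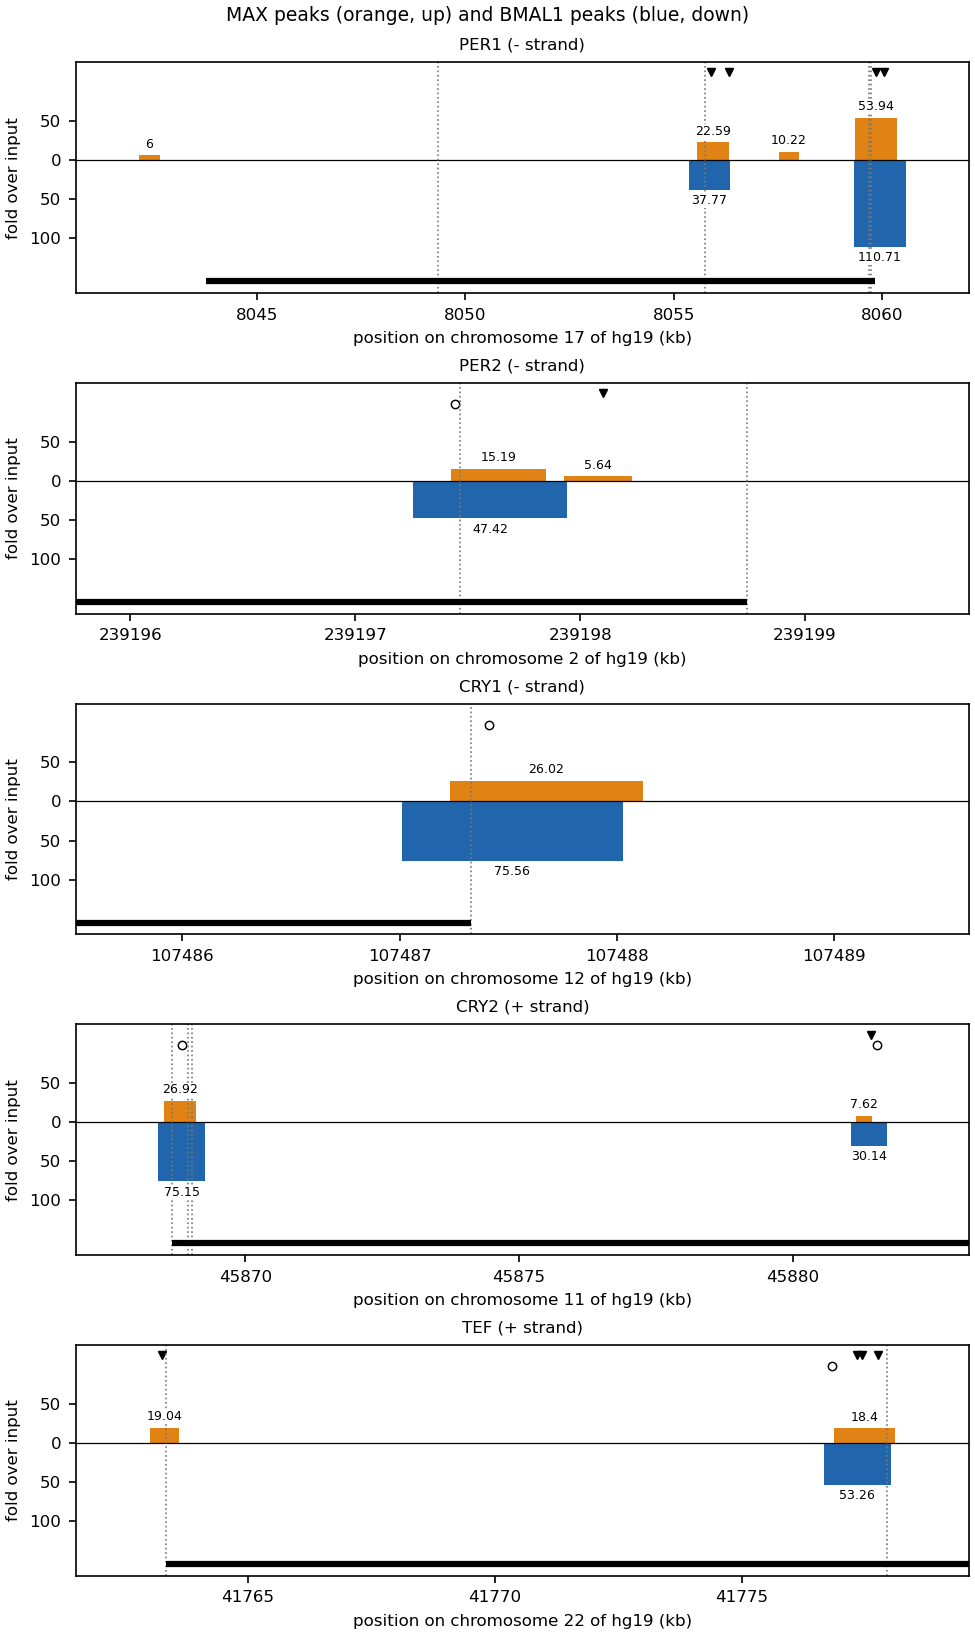
Peaks at PER1, PER2, CRY1, CRY2 and TEF by position on hg19 (x axis, kb), with fold enrichment over input (y axis) upwards for MAX (orange) and downwards for BMAL1 (blue). Black triangles mark E-boxes and open circles E'-boxes inside the peaks, dotted lines mark the TSSs nearest to the summits, and the black bar marks the annotated gene. The numbers on the bars are fold enrichments, which reach 53.9 for MAX and 111 for BMAL1 at PER1.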

Strikingly, MAX was present on the E-box-containing regions of all the circadian factors upregulated upon MAX silencing (*PER1*, *PER2*, *CRY1*, *CRY2*, and *TEF*; Figure 3E), supporting a direct transcriptional repressive activity of MAX on the clock molecular machinery.

We further evaluated whether the recruitment of MAX on BMAL1 target promoters might be independent of MYC by immunoprecipitation of MYC-silenced and control chromatin samples with an anti-MAX antibody. Strikingly, MYC silencing resulted in negligible differences in the enrichment of MAX on the promoters of *PER2*, *CRY1,* and *CRY2* (Figure 3F). Confirming the actual reduction of MYC in *MYC*-silenced cells, ChIP with an anti-MYC antibody showed a drastic reduction of MYC recruitment on the *NCL* promoter in cells knocked down for *MYC*, compared with control (Figure 3G).

Notably, MAX was also detected on the promoters of *NR1D1* and *NR1D2* (Figure 4A), which were not significantly affected by the knockdown of *MAX*. 

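At NR1D1 (chromosome 17 of hg19, transcribed from the minus strand), 3 MAX peaks each overlapped a BMAL1 peak. The strongest MAX peak (38255200 to 38256303) had a fold enrichment of 39.0, above 99.9% of MAX peaks, and lay in an intron with its summit 1205 bp downstream of the TSS. The BMAL1 peak it overlapped (38254909 to 38256111) had the highest fold enrichment of the BMAL1 list, 126.8. The MAX peak closest to the TSS (38256756 to 38257650) had its summit 160 bp upstream of it and a fold enrichment of 17.1, against 58.1 for the BMAL1 peak there (38256571 to 38257491). The last pair lay 7754 bp upstream of the TSS with both summits at position 38264596, and had fold enrichments of 17.8 for MAX and 43.8 for BMAL1. At NR1D2 (chromosome 3), a MAX peak from 23987401 to 23988125 had a fold enrichment of 11.8, above 71.7% of MAX peaks. Its summit was intronic, 1060 bp downstream of the TSS and 353 bp from that of the overlapping BMAL1 peak (23987190 to 23987832, fold enrichment 50.0). The NR1D1 peaks held CACGTG in all 3 regions, and the one closest to the summit of the strongest BMAL1 peak, 2 bp away, was at 38255411 to 38255416 (in GTGTGCCTCTCGCACGTGGCTCCCCAACGA). This E-box lay 224 bp from the summit of the overlapping MAX peak, which had another E-box 57 bp from its summit. In the NR1D2 BMAL1 peak, E-boxes at 23987457 to 23987462 (in GGCGGGCGGGGACACGTGAGGCCGCTCGGC) and at 23987507 to 23987512 each lay 25 bp from the summit.

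**Figure D4:**
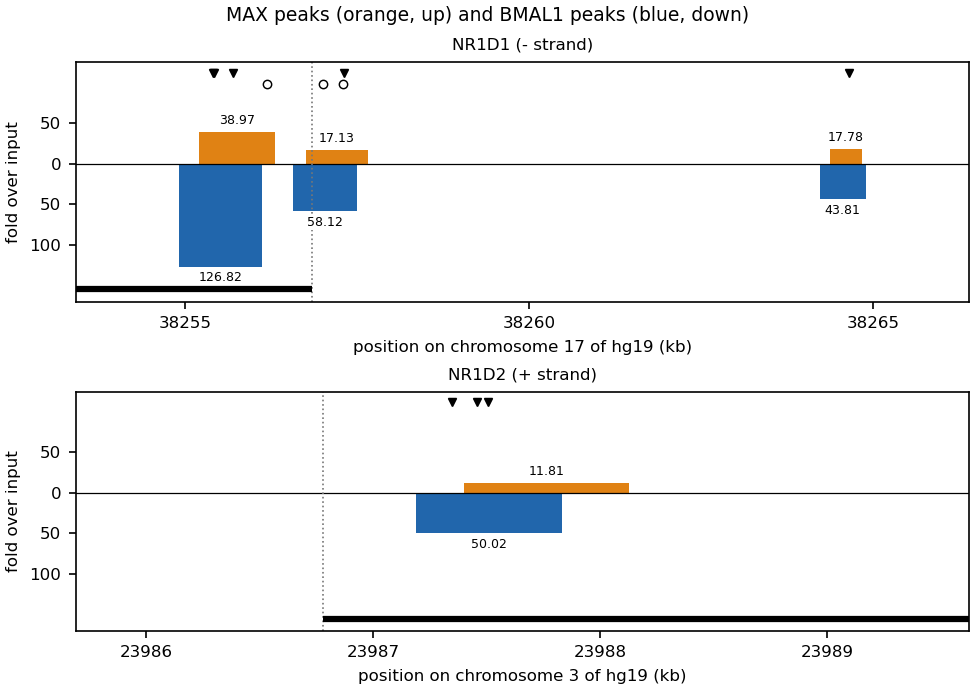
Peaks at NR1D1 and NR1D2 by position on hg19 (x axis, kb), with fold enrichment over input (y axis) upwards for MAX (orange) and downwards for BMAL1 (blue). Black triangles mark E-boxes, open circles E'-boxes inside the peaks, dotted lines the TSS and black bars the annotated gene. Each MAX peak shares bases with a BMAL1 peak.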

Because BMAL1 and NR1Ds regulate each other, forming a feedback loop in the circadian signaling network [5], it is conceivable that transcriptional de-repression of NR1D1/NR1D2 in *MAX*-silenced MDA-MB-231 was not observed because of the resulting compensatory lowering in BMAL1 levels. Consistent with this hypothesis, the knockdown of *MAX* in *BMAL1*-silenced cells significantly increased both *NR1D1* and *NR1D2* transcription (Figure 4B).

Altogether, these data reveal that MAX can operate as a direct repressor of core clock genes.

### 2.4. MAX and BMAL1 Regulate the Expression of Common Transcripts

Genome-wide co-occurrence of BMAL1 and MAX on transcriptional regulatory regions suggests that these proteins might control the expression of common targets. 

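BMAL1 promoter peaks overlapped MAX peaks more often than distal ones. Of the 333 BMAL1 peaks within 300 bp of any TSS, 92.2% overlapped a MAX peak (Wilson 95% confidence interval 88.8% to 94.6%), against 77.8% of the 423 distal BMAL1 peaks (interval 73.6% to 81.5%). With TSSs of protein-coding transcripts only, 247 of 265 BMAL1 promoter peaks (93.2%) overlapped a MAX peak, whereas 6428 of 19756 protein-coding genes (32.5%) had a MAX peak within 300 bp of a TSS. The share of genes was not limited to active promoters. From the co-occurrence of both factors on regulatory regions across the genome, the paper raises the possibility that they might control common targets, which it then examines by RNA sequencing of silenced cells.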

To address this, we used a next-generation sequencing (NGS) approach for the identification of differentially expressed genes (DEGs) in MAX- or BMAL1-silenced MDA-MB-231 cells. Transcript assembly and quantification of RNA-sequencing reads identified 4863 and 4247 differentially expressed genes (DEGs) upon knockdown of either *BMAL1* or *MAX*, respectively (Supplementary Tables S3 and S4). The comparison of the two sets of genes revealed that 2391 of siBMAL1 DEGs (almost 50%) were also differentially expressed in MAX-silenced cells (Figure 5A; Supplementary Table S5). Within this subset, 662 transcripts showed a logarithmic fold change (LogFC) greater than 0.5. We thus analyzed their co-occurrence in KEGG pathways for evaluating the transcriptional signaling more affected by both MAX and BMAL1, using a false discovery rate (FDR) *q*-value <0.01 as a cut-off. Strikingly, this analysis identified the circadian rhythm as a highly significant pathway (*q* < 0.00001), together with focal adhesion and glycosaminoglycan degradation (Figure 5B). Consistent with our quantitative RT–PCR experiments, the list of transcripts co-regulated by MAX and BMAL1 included *period* and *cryptochrome* circadian repressor genes (Supplementary Table S5). In addition, another negative regulator of BMAL1/CLOCK-mediated transcription, *BHLHE41* (also known as *DEC2*) [40], resulted under the control of both MAX and BMAL1.

Notably, heat map and clustering analysis of DEGs in siMAX and siBMAL1 cells revealed that more than 90% of these genes (2241 out of 2391) were coherently altered in both conditions (i.e., their expression was altered in the same direction upon either MAX or BMAL1 silencing; Figure 5C). These results suggest that the overall effect of MAX reduction in silenced cells is a derepression of genes that are negatively regulated by the BMAL1-containing clock repressor complex. Supporting this hypothesis, LogFC values of BMAL1/MAX-bound genes upregulated by BMAL1-silencing positively correlated with their corresponding LogFC values in MAX-silenced cells (Figure 5D). In contrast, no significant correlation was observed between BMAL1/MAX-bound genes downregulated upon the knockdown of *BMAL1* (Figure 5E).

### 2.5. MAX Regulates Circadian Gene Expression

The above results suggest that MAX might have a direct role in circadian transcriptional regulation, thus contributing to the rhythmic oscillatory expression of clock target genes. This aspect can be investigated by synchronizing the circadian clock of cells with a proper stimulus, such as dexamethasone [41]. However, several reports indicated that a number of cancer cell lines, including MDA-MB-231, have a reduced circadian oscillation compared to non-cancerous cells such as MCF10A [42,43,44]. Indeed, real-time monitoring of MDA-MB-231 expressing a firefly luciferase reporter controlled by the *BMAL1* promoter synchronized with a dexamethasone stimulus showed a rhythmic oscillation only over a 48-h period (Supplementary Figure S4). Nonetheless, this oscillatory pattern was abolished in MDA-MB-231 reporter cells silenced for *BMAL1*, thus indicating its dependency on a master clock regulator. In addition, the knock down of *MAX* strongly reduced the amplitude of the observed oscillation (Supplementary Figure S4).

Because of the weak oscillation displayed by MDA-MB-231 cancer cells, we thus decided to evaluate whether MAX could control clock gene transcription in two non-cancerous human cell lines, foreskin fibroblast BJ-5ta and epithelial MCF10A. Similar to our observations in diverse cancer cell lines (Figure 1F), *MAX* silencing increased the levels of clock transcripts in both BJ-5ta and MCF10A (Figure 6A,B). We thus silenced *MAX* in MCF10A cells expressing a firefly luciferase reporter controlled by the *BMAL1* promoter and monitored luciferase activity after circadian synchronization by dexamethasone treatment. This analysis showed a rhythmic oscillation of luminescence in dexamethasone-treated control cells (goodness of fit = 98.3%, period = 26.23 h, and amplitude = 204.20; Figure 6C). Remarkably, this oscillation was markedly impaired upon the knockdown of *MAX* (Figure 6C) and no significant fit was observed for siMAX luminescence (goodness of fit = 17.3%).

To confirm and extend this analysis to endogenous clock genes, we then collected RNA samples from dexamethasone synchronized MFC10A cells every 4 h over two circadian cycles (from 24 to 72 h after dexamethasone treatment). Consistent with our luminescence analysis, *MAX*-silenced cells showed a reduced *BMAL1* oscillatory expression compared with control cells (Figure 6D). Furthermore, the reduction of MAX also blunted the rhythmic expression of the circadian genes *CRY1*, *PER1*, *PER2,* and *NR1D2*, which promoters were bound by MAX in our ChIP-seq and qChIP analyses. Of note, *PER1* and *CRY1* transcript levels were constitutively higher at all time-points in MAX-silenced synchronized cells, which is consistent with their elevated expression in non-synchronous MCF10A cells upon knockdown of *MAX*.

Notably, *MAX* transcripts did not show circadian variations in control cells, suggesting that the expression of MAX is independent from the clock machinery. Nonetheless, this result does not preclude that MAX might be recruited on the promoters of the clock genes in a time-dependent manner. We thus immunoprecipitated MAX or BMAL1 in chromatin samples from dexamethasone synchronized MCF10A cells every 4 h over a circadian cycle (from 24 to 48 h after dexamethasone treatment). In line with observations from mouse liver samples [45], BMAL1 showed a time-dependent recruitment on the promoters of the circadian genes *PER1* and *CRY1* (Figure 6E,F). Strikingly, MAX also bound rhythmically to these clock genes but with a different circadian pattern. Indeed, the maximal binding of BMAL1 was delayed by about 8 h compared to MAX binding (Figure 6E,F).

Of note, the recruitment of MAX on a non-circadian target, *NCL*, showed negligible time-related differences (Figure 6G), which is consistent with the absence of an oscillatory expression pattern of MAX in synchronized MCF10A cells.

We then evaluated whether MAX and BMAL1 concurrently bind to circadian promoters. We thus performed ChIP and Re-ChIP assays for determining whether MAX was present in a complex with BMAL1 on *PER1* or *CRY1* promoters. Chromatin samples from non-synchronous MCF10A cells were first immunoprecipitated with an anti-BMAL1 antibody, and the recovered material was subsequently re-immunoprecipitated with IgG or with antibodies against MAX or CLOCK.

As expected, the core clock complex formed by BMAL1 and CLOCK concurrently binds to both *PER1* and *CRY1* promoters, as indicated by a marked enrichment of the recovered DNA from samples re-immunoprecipitated with α-CLOCK compared to IgG (Figure 6H). Conversely, no enrichment was observed when α-BMAL1 immunoprecipitated samples were re-immunoprecipitated with α-MAX antibody.

Collectively, our results indicate that MAX regulates the circadian clock and temporally alternates with BMAL1 for the time-dependent binding to clock target promoters.

### 2.6. MAX Repressor Partner, MNT, Cooperates in MAX-Dependent Repression of Clock Genes

MAX can operate as either an activator or a repressor of transcription, depending on the interacting partner proteins [46,47]. Among these protein complexes, those formed by MAX and MNT actively repress the expression of genes containing E-box elements in their regulatory regions [48].

To investigate whether MNT might participate in MAX-mediated clock transcriptional repression, we evaluated the transcription of *PER1*, *PER2*, *CRY1*, and *CRY2* in MDA-MB-231 cells knocked down for MNT. This analysis revealed that MNT silencing significantly increased the expression of these clock genes (Figure 7A). Immunoblot analysis from MDA-MD-231 cells silenced for *MNT* also confirmed that the reduction of this MAX partner results in increased PER2 protein levels (Figure 7B).

Of note, the knockdown of MGA, which can also form repressive complexes with MAX, showed negligible differences in the expression of *PER1*, *PER2*, *CRY1*, and *CRY2* (not shown).

Suggesting that a repressive complex formed by MAX and MNT regulates clock gene expression, qChIP analysis from MAX-silenced MDA-MB-231 cells indicated the involvement of MAX in the recruitment of MNT on *PER2*, *CRY1,* and *CRY2* promoters. Indeed, the silencing of MAX significantly reduced the amount of MNT bound to clock gene promoters (Figure 7C). Notably, immunoprecipitation from the same MAX-silenced chromatin samples with an anti-MYC antibody revealed that the remaining MAX protein was still sufficient for a substantial binding of MYC on the promoter of NCL (Figure 7D), which is consistent with the fact that MAX reduction did not affect MYC dependent transcription in MDA-MB-231 cells.

Further indicating that MNT is also required for a proper circadian rhythm, the knockdown of this transcription factor significantly increased the expression of PER1, PER2, and CRY1 in non-synchronous MFC10A cells (Figure 7E) and strongly impaired the oscillation of the luciferase circadian reporter in *BMAL1*-luc MCF10A synchronized by dexamethasone treatment (Figure 7F).

## 3. Discussion

Our knockdown experiments indicate that MAX regulates the transcription of diverse genes belonging to the core clock machinery in both cancer and non-cancerous cell lines. Remarkably, knockdown of MAX in MDA-MB-231 was not sufficient to affect both the transcription of cell cycle-related MYC targets and proliferation, suggesting that the residual MAX protein still allowed for an MYC-dependent transcription of cell cycle genes. In line with this view, the recruitment of MYC on the NCL promoter was not affected by the knockdown of MAX in MDA-MB-231 cells. These data imply that MAX-mediated activity on clock genes can operate independently from the role of MAX as an MYC-associated factor. Supporting this concept, the knockdown of MYC produced negligible effects on the expression of core clock genes, and it did not alter the recruitment of MAX on *PER2*, *CRY1,* and *CRY2* promoters.

MAX actively represses numerous core clock genes by its direct binding to E-box-containing regions, as indicated by our ChIP-seq and qChIP analyses and by a lack of MAX-mediated derepression of a *PER2* promoter bearing a mutated E’-box sequence. Our genome-wide approaches further revealed that a reduction of MAX levels affects numerous BMAL1 regulated genes. Indicating that the MAX-mediated repression of clock genes plays a role in supporting a proper circadian rhythm, the reduction of MAX in MFC10A cells synchronized with dexamethasone blunted the oscillatory gene expression of both circadian reporters and endogenous clock-controlled genes.

Although MAX expression does not seem under the control of the clock machinery, MAX binding to the circadian promoters occurs in a time-dependent manner. Moreover, since MAX and BMAL1 do not concurrently bind the promoters of the clock genes (ChIP-Re-ChIP experiments), it would appear that MAX and BMAL1 contribute to two temporally alternating transcriptional complexes.

Notably, the core clock genes directly targeted and repressed by MAX include all the repressors belonging to both the primary (CRYs and PERs) and the accessory (NR1D1 and NR1D2) negative circadian feedback loops [5,20]. A proper stoichiometric balance between activators and repressors of E-boxes has been proposed as a crucial requirement for generating circadian rhythms [19,20]. Accordingly, MAX might have a function in preserving a balanced ratio between positive and negative elements of the molecular clock machinery.

We also identified MNT as a partner in MAX-mediated circadian regulation that is recruited on the promoters of clock core genes in a MAX-dependent manner. Our double knockdown experiments in MDA-MB-231 cells support a fundamental role of MNT in the repression of the molecular clock by MAX. In addition, MNT silencing strongly impaired circadian oscillation in both MDA-MB-231 and MCF10A cells. However, these results do not preclude the possibility that other heterodimerization partners of MAX [49] could contribute to the circadian clock in different cells or conditions (e.g., tissue development and differentiation), depending on the dynamics of MAX interactions [27].

Our data also imply that circadian alteration upon MYC overexpression [22,23] would depend on perturbation of physiological repression operated by the MAX/MNT complex. Indeed, it is well known that forced expression of MYC can antagonize with MNT for MAX binding to form a MAX/MYC activator complex [27,50]. Consistent with this view, there were increased MYC levels in U2OS upregulated clock genes, which promoters showed a direct recruitment of MAX and MNT in our ChIP experiments (i.e., *PERs*, *CRYs,* and *REV-ERBs*) [22].

The presented data also indicate that alteration of the MAX transcriptional network may contribute to circadian dysfunctions observed in several pathological contexts. For instance, the downregulation of MNT has been recently proposed as a important functional event for the hypoxia response in a wide variety of injury and disease settings [51], and severe consequences caused by acute hypoxia have been correlated with defects in circadian rhythms [52,53,54]. Although diverse proteins, such as HIF1A and mTOR, appear to interfere with the clock transcriptional regulation in low oxygen conditions [55,56], our data suggest that perturbation of MAX/MNT complexes might provide an essential contribution to hypoxia-induced chronodisruption.

In addition, genomic inactivation of MAX has been recently associated with an MYC-independent progression to malignancy of gastrointestinal stromal tumors [57], and future studies might reveal the contribution of the clock function of MAX in its paradoxical tumor suppressor role.

## 4. Materials and Methods

### 4.1. Cell Culture

Human breast cancer MDA-MB-231, BT549, human skin cancer A375, human stomach cancer SNU16, human embryonic kidney HEK-293 and HEK-293T cell lines (previously obtained from American Type Culture Collection (ATCC)) were grown in DMEM medium (Sigma, Darmstadt, Germanycatalog#D8537) supplemented with 4 mM L-glutamine (EuroClone, Milan, Italy catalog#ECB3000D), 10% fetal bovine serum (FBS) (Sigma, catalog#10001432) and 1× penicillin:streptomycin solution (Sigma, catalog#P4333).

Human liver cancer HEP-G2 cells (kindly provided by Istituto di Ricerche Farmacologiche “Mario Negri”, Milan, Italy) were grown in RPMI-1640 medium (EuroClone, catalog#ECB90006L) supplemented with 4 mM L-glutamine and 10% FBS.

Human epithelial MCF10A cell line (obtained from ATCC, Manassas, VA, USA) were maintained in a 1:1 mixture of DMEM and Ham’s F12 (Sigma, catalog#51651C) media supplemented with 20 ng/mL human epidermal growth factor (EGF), (Sigma, catalog#E9644), 2 mM L-glutamine, 5% horse serum (Sigma, catalog#H1270), 10 μg/mL human recombinant insulin (Sigma, catalog#I9278), 0.5 mg/mL hydrocortisone (Sigma, catalog#H6909), 100 ng/mL cholera toxin (Sigma, catalog#C8052), and 1X penicillin/streptomycin solution.

Human foreskin fibroblast BJ-5ta cell line (ATCC, catalog#CRL-4001) were maintained in a 4:1 mixture of DMEM and 199 (Sigma, catalog#M3769) media supplemented with 10% FBS, 2 mM L-glutamine and 1× penicillin/streptomycin solution.

All cell lines were maintained at 37  °C in a humidified atmosphere with 5% CO_2_.

### 4.2. siRNA Transfection

For RNAi experiments, 30 nM siRNA sequences against *MAX*, *MYC*, *BMAL1*, *CRY1*, *CRY2*, and *MNT* were reverse-transfected with DharmaFect 1 Transfection reagent (Dharmacon, Lafayette, CO, USA catalog#T-2001-03) following the manufacturer’s protocol. As a control, cells were transfected with MISSION^®^ siRNA Universal Negative Control #1 (Sigma, catalog#SIC001). Sequences adopted in siRNA experiments are shown in Supplementary Table S7.

### 4.3. Cell Proliferation Analysis

MDA-MB-231 cells were transfected with siRNA sequence against *BMAL1*, *MAX*, *MYC,* or a non-coding control. The number of cells was counted 24, 48, 72, and 96 h after transfection with a Countess II FL (Life Technologies, Carlsbad, CA, USA). Trypan blue staining was used to discriminate live and dead cells.

### 4.4. Quantitative RT–PCR

RNA and cDNA samples were prepared by Trizol (Life Technologies, catalog#15596018) extraction and retro-transcription with SuperScript ViloTM Master Mix (Invitrogen, catalog#11755-250) following the manufacturer’s protocol. Relative transcript expression levels were assessed by quantitative PCR with iTaqTM Universal SYBR Green Supermix (BioRad, Hercules, CA, USA catalog#172-5124) on a Via7 thermocycler (Invitrogen, Carlsbad, CA, USA). GAPDH transcripts were used for normalization. Primer sequences are listed in Supplementary Table S6.

### 4.5. RNA Sequencing

Total RNA samples were prepared by Trizol extraction followed by purification with a PureLink RNA kit (Invitrogen, catalog#12183018A). RNA integrity was examined using capillary electrophoresis on a BioAnalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). RNA libraries for sequencing were prepared with Illumina RNA TruSeq kit v2 (Illumina, San Diego, CA, USA catalog#15027084) following the manufacturer’s protocol. Libraries were sequenced using 50 base pairs paired-end on an Illumina HiSeq 2000 sequencer. RNA-Seq reads were aligned with tophat v.2.0.8 with -r 170 -p 8 --no-novel-juncs --no-novel-indels --librarytype fr-unstranded options [58].

### 4.6. Analysis of Differentially Expressed Genes

RNA-seq counts were used to determine differentially expressed genes with the DeSeq2 package (https://doi.org/10.1186/s13059-014-0550-8, 17/01/2020 included in the Galaxy web platform (usergalaxy.org). Differentially expressed genes (DEGs) were defined, adopting an adjust *p* < 0.001 as a statistical cut-off value. Lists of DEGs in BMAL1 and MAX-silenced cells, logarithmic fold change (LogFC), adjust *p*-values (adjP), and normalized counts are provided in Supplementary Tables S3 and S4. Analysis for co-occurrence in common KEGG pathways was the Molecular Signatures Database v6.2 package using a false discovery rate (FDR) <0.01. Output normalized counts from siBMAL1, siMAX, and control samples were used to generate heat map and clustering analysis of common DEGs in BMAL1 and MAX-silenced cells with Morpheus online software (https://software.broadinstitute.org/morpheus/ - 17/01/2020). Only genes with an absolute logarithmic fold change >0.5 were included in this analysis.

### 4.7. Quantitative Chromatin Immunoprecipitation

Chromatin immunoprecipitation (ChIP) experiments in MDA-MB-231-silenced cells were performed 48 h after reverse-transfection with siRNA sequences. ChIP experiments in MCF10A were performed on 80% confluent cells. Cells were cross-linked for 10 min with 1% formaldehyde (Sigma, catalog#F8775), neutralized with 125 mM glycine at pH 2.5 for 5 min, and washed twice in PBS. Cells were lysed with 0.5% SDS buffer containing protease inhibitors cocktail (Sigma, catalog# P8340), scraped and centrifuged at 1150× *g* for 10 min at 4 °C. Pellets were resuspended in 4 mL of ice-cold IP Buffer composed by a 2:1 micture of SDS buffer (100 mM NaCl, 50 mM Tris-Cl, pH8.1 EDTA, pH 8.0, 0.5% SDS) and Triton Dilution Buffer (100 mM Tris-Cl, pH 8.6, 100 mM NaCl, 5 mM EDTA, pH 8.0, 5% Triton X-100) containing protease inhibitor cocktail. Samples were sonicated with Branson Digital Sonifier (Danbury, USA) in 30 s bursts followed by 30 s of cooling on ice for a total sonication time of six minutes per sample. Chromatin was pre-cleared for 1 h at 4 °C with sepharose protein G beads (Life technologies, catalog# 101242) and subsequently precipitated overnight at 4 ⁰C with 4 µg of anti-BMAL1 (Protein Tech, Manchester, UK catalog# 14268-1-AP), 4 µg of anti-MAX (Bethyl Lab, Montgomery, TX, USA catalog#A302-866A), 4 µg of anti-MNT (Bethyl Lab, catalog#A303-626A), 4 µg of anti-MYC (Cell Signaling, Danvers, MA, USA catalog#13987S), and 4 µg of normal Rabbit IgG (Cell Signaling #2729S) as a negative control. DNA protein complexes were recovered with sepharose protein G beads overnight and washed twice sequentially with mixed micelle wash buffer (150 mM NaCl, 20 mM Tris-Cl, pH 8, 5 mM EDTA, 5% *w*/*v* sucrose, 1% Triton X-100, 0.2% SDS), LiCl/detergent buffer (0.5% Na-deoxycholate, 1 mM EDTA, 250 mM LiCl, 0.5% (*v*/*v*) NP-40, 10 mM Tris-Cl, pH 8.0), Buffer 500 (0.1% (*w*/*v*) deoxycholic acid, 1 mM EDTA, 50 mM HEPES, pH 7.5, 500 mM NaCl, 1% (*v*/*v*) Triton X-100), and TE buffer (10 mM Tris-Cl, 1 mM EDTA, pH 8.0). Beads were further supended in TE-S buffer (TE buffer, 2% SDS) and treated with RNAse A for 30 min at 37 °C. Cross-linking was reverted by overnight incubation at 65 °C in TE-S containing 0.4 mg/mL proteinase K. In parallel, inputs were treated in the same way. Immunoprecipitated and input DNA was purified using PCR purification kit (QIAGEN, Hilden, Germany catalog#28106) using 60 µL of buffer T (10 mM Tris-Cl, pH 8.0). Quantitative PCR was performed by using iTaqTM Universal SYBR Green Supermix. Primer sequences are listed in Supplementary Table S6. Promoter occupancy was calculated as percent of input using the following formula: (2^-(CT_ChIP_-CT_input_)) × (Input dilution factor).

### 4.8. Chromatin Immunoprecipitation Sequencing

For ChIP sequencing, immunoprecipitated DNA from MDA-MB-231 chromatin samples was obtained with the protocol described for quantitavie ChIP. Input and immunoprecipitated DNA (1–10 ng) were blunt-ended and phosphorylated, and a single ‘A’ nucleotide was added to the 3’ ends of the fragments in preparation for ligation to an adapter that has a single-base ‘T’ overhang. The ligation products was purified and accurately size-selected by agencourt AMPure XP beads (Beckman Coulter, Brea, CA, USA catalog# A63881). Purified DNA was PCR-amplified to enrich for fragments that have adapters on both ends. All the steps were performed on automation instrument, Biomek FX by Beckman Coulter. The final purified product was then quantitated prior to cluster generation on Bioanalyzer 2100. Libraries with distinct adapter indexes were multiplexed (1/5 libraries per lane) and after cluster generation on FlowCell were sequenced for 50 bases in the single read mode on a HiSeq 2000 sequencer.

### 4.9. ChIPseq Data Analysis

Alignments of reads and peak calling were performed using HTS-flow [59]. Brefly, ChIP-Seq reads were aligned on hg19 human genome assembly using BWA v.0.6.2 [60] and peaks were called with MACS2 v.2.0.9 [61], using a *p*-value threshold of 10^−8^. The normalized reads count in genomic regions (rpm) and plots were obtained using custom R scripts [62]. Peaks of ChIP-Seq were considered to belong to a promoter if at least 1 bp of the peak was contained in the (+300; +300) interval from TSS (transcription start sites). Promoters were retrieved from UCSC using the TxDb.Mmusculus.UCSC.hg19.knownGene R package [63].

### 4.10. Immunoblotting

Protein samples were extracted in RIPA buffer as described previously [64]. Immunoblot were performed on 20 µg of protein extracts separated on 8%–15% polyacrylamide gels and transferred onto nitrocellulose membrane (GeHealthcare Life Science, Marlborough, MA, USA catalog# 10600001). Immunoblot signals were visualized by the chemiluminescent ECL Star substrate (Euroclone, catalog# EMP001005) using the ImageQuant LAS-4000 Chemiluminescence and Fluorescence Imaging System (Fujitsu Life Science, Tokyo, Japan). Densitometry analysis was performed with ImageJ software (Wayne Rasband, USA).

### 4.11. Generation of PER2 Promoter Reporter Plasmids

A synthetic 778 base-pair DNA fragment corresponding to the wild-type human *PER2* promoter (from 238288785 to 238289562 of *Homo sapiens* chromosome 2, GRCh38.p12 primary assembly, sequence ID: NC_000002.12) and a corresponding fragment containing the E’-box sequence CACGTT mutated in CCCCCC were synthetized by and cloned in pBluescript II KS (-) vector by GenScript (USA). Wild-type and mutated PER2 promoter sequences were then sub-cloned in pGreenFire1-mCMV (EF1α-neo) (System Biosciences, catalog# TR010PA-N) upstream the minimal CMV promoter driving the expression of the copGFP protein. The resulting E’-box-GFP and E’^mut^-box-GFP vectors were sequenced with a specific primers in reverse orientation respect with the *copGFP* gene (copGFP RV primer, 5′-GATGATCTTGTCGGTGAAGATCACG-3′) to confirm the correct cloning.

### 4.12. Generation of Reporter Cell Lines

BMAL1:luc (obtained from Addgene, Watertown, MA, USA plasmid# 46824), E’-box-GFP and E’mut-box-GFP lentiviral vectors were packed in HEK293T cells by co-transfection with pVSV-G and pSAX2 plasmids (obtained by addgene, plasmid# 8454 and plasmid# 12260). Supernatant were collected 48 h after transfection and concentrated by ultracentrifugation. For lentiviral infection, MDA-MB-231 and MCF10A cells were exposed to lentiviral particle for 48 h prior to be moved to a selective medium containing either 1 µg/mL of puromycin (Sigma-Aldrich, St. Louis, MO, USA catalog# P8833, BMAL1:luc) or 600 ug/mL of G418 (Euroclone S.p.A, catalog# ECM0015Z, E’-box-GFP and E’^mut^-box-GFP). Single cell clones were selected via limiting dilution, and the expression of luciferase and GFP reporters was confirmed by luminescence and fluorescent microscopy analyses, respectively.

### 4.13. Real-Time Bioluminescence Monitoring of Circadian Rhythm in Cultured Cells

MDA-MB-231 and MFC10A cells expressing the circadian reporter BMAL1:luc were transfected with siRNA against BMAL1, MAX, MNT or a non-coding control. Fourty-eight hours post transfection, cells were synchronized by a treatment with 500 nM dexamethasone (dex) for 2 h. After the replacement of dex-containing medium with a warm phenol red-free medium supplemented with 0.4 mM D-luciferin (Invitrogen, catalog#L2916), cells were placed into a real-time bioluminescence reader (LumiCycle36, Actimetrics, Wilmette, IL, USA) maintained at 37 °C in a humidified atmosphere with 5% CO_2_. Luminescence was recorded every 5 min over a 4–6-day period. To compare rhythmic patterns in-silenced cells, baseline-subtracted luminescence data were fitted to a sine wave using LumiCycle analysis software (Actimetrics, Wilmette, IL, USA). For circadian analysis in MCF10A, a medium free of horse serum and hydrocortisone was used during synchronization by dexamethasone treatment and luminescence monitoring.

### 4.14. Sequencing Data Availability

The datasets and computer code produced in this study are available at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE127192), accession numbers GSE127192 and GSE127212.

### 4.15. Statistical Analysis

For qRT–PCR, qChIP and cell proliferation analyses, statistical significance between groups was calculated by two-way ANOVA associated with Bonferroni post-tests. The correlation between BMAL1/MAX-bound DEGs genes was evaluated using Spearman’s rank correlation test. These statistical analyses were performed using Prism6 software package. Significance values were *p* < 0.05 (*), *p* < 0.01 (**) and *p* < 0.001 (***). For the analysis of of DEGs, the Benjamini–Hochberg adjusted *p*-value (adjP) was calculated using the DeSeq2 package and was considered significant at adjP < 0.05. Co-occurrence analysis of DEGs in KEGG pathways was performed with the Molecular Signatures Database v6.2 package (Broad Institute, http://software.broadinstitute.org/gsea/msigdb/index.jspof) using a false discovery rate (FDR) *q*-value < 0.01 as a statistical cut-off.

## Figures and Tables

**Figure 1:**
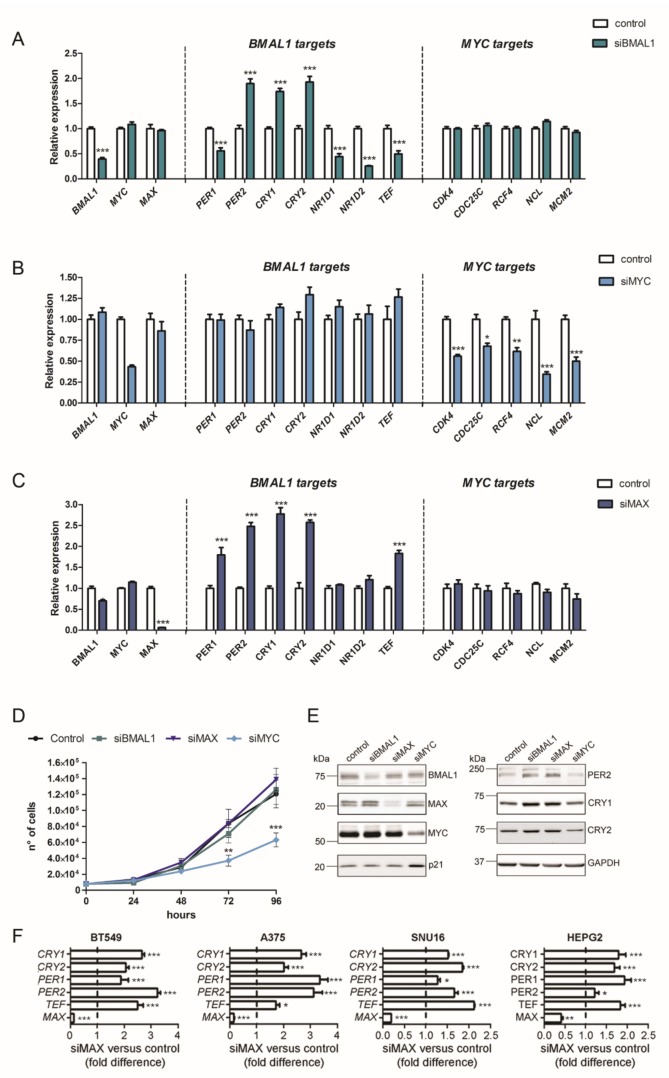
Knockdown of *MAX* alters the expression of core clock genes. (**A**–**C**) Expression of the circadian BMAL1 targets and the cell cycle MYC targets in MDA-MB-231 with knocked down *BMAL1* (siBMAL1), *MYC* (siMYC), or *MAX* (siMAX). A non-coding siRNA was used as control. Relative expression was determined by qRT–PCR using *GAPDH* for normalization. The values of control cells were set to 1. Shown as mean ± SEM, *n* ≥ 6. * *p* < 0.05. ** *p* < 0.01 and *** *p* < 0.001, two-way ANOVA with Bonferroni post hoc test, silencing versus control. (**D**) Growth curve of MDA-MB-231 transfected with siRNA sequences against *BMAL1*, *MYC*, *MAX*, or a non-targeting control. Shown as mean ± SEM, *n* ≥ 6. ** *p* < 0.01 and *** *p* < 0.001, two-way ANOVA with Bonferroni post hoc test, siMYC versus control. (**E**) Immunoblot of protein samples from siBMAL1, siMYC, siMAX, and control MDA-MB-231 cells with specific antibodies against the indicated proteins. GAPDH was used as a loading control. (**F**) The expression of *MAX*, *CRY1*, *CRY2*, *PER1*, *PER2*, and *TEF* was analyzed in breast (BT549), skin (A375), stomach (SNU16), and liver (HEPG2) cancer cell lines knocked down for *MAX*. The values of control cells were set to 1 (dotted line). Shown as mean ± SEM, *n* = 3. * *p* < 0.05 and *** *p* < 0.001, two-way ANOVA with Bonferroni post hoc test, siMAX versus control.

**Figure 2:**
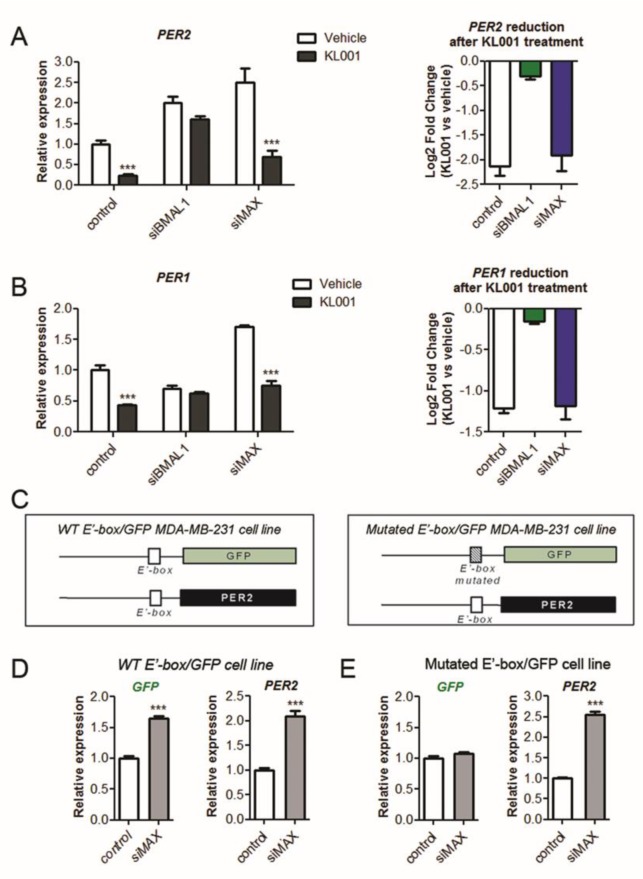
MAX-inhibition of the core clock genes is independent of CRY-mediated repression but requires a functional E-box responsive element. (**A**,**B**) MDA-MB-231 cells transfected with siRNA sequences against *BMAL1*, *MAX,* or a non-targeting control were treated 24 h with vehicle (DMSO) or 10 µM CRY1 agonist (KL001). The effect of KL001 on the expression of CRY1 targets, *PER1* and *PER2*, was evaluated by qRT–PCR using *GAPDH* for normalization. The values of untreated control cells were set to 1. Shown as mean ± SEM, *n* = 3. *** *p* < 0.001, two-way ANOVA with Bonferroni post hoc test, vehicle versus KL001. Right panel reports the log2 ratio between KL001 and vehicle samples, thus showing reduction of *PER1* or *PER2* expression after the treatment with CRY agonist. (**C**) Schematic representation of two MDA-MB-231 reporter cell lines bearing the sequence coding for the green fluorescent protein (GFP) gene controlled by a promoter fragment of *PER2* containing a wild-type or a mutated version of the clock regulated E’-box element (*WT E’-box/GFP* and *Mutated E’-box/GFP* cells, respectively). (**D**,**E**) Expression of the endogenous *PER2* gene and the GFP is driven by a *WT E’-box* or a *mutated E’-box* in reporter cells with knocked down *MAX* (siMAX). A non-coding siRNA was used as control. Relative expression was determined by qRT–PCR using *GAPDH* for normalization. The values of control cells were set to 1. Shown as mean ± SEM, *n* = 4. *** *p* < 0.001, two-tailed Student’s *t*-test, MAX silencing versus control.

**Figure 3:**
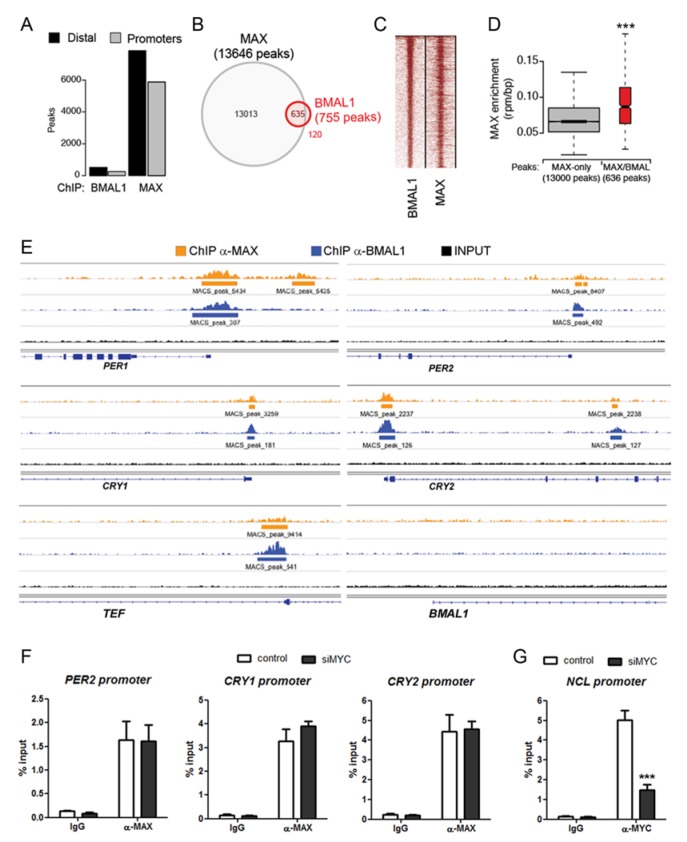
MAX is recruited on BMAL1-bound genomic regions. (**A**) Number of peaks identified for ChIP-seq of BMAL1 and MAX in MDA-MB-231 cells. Sub-setting of distal or promoter peaks was based on their proximity to annotated transcriptional starting site. (**B**) Venn diagram showing the overlap of ChIP-seq peaks of BMAL1 and MAX. (**C**) Heatmap of ChIP-seq signals of genomic regions co-bound by BMAL1 and MAX showing the signals for both TF factors on shared regions and their relative intensities. (**D**) Box-plot showing the enrichment of MAX in genomic regions bound by MAX (MAX only) or by both MAX and BMAL1 (MAX/BMAL1). *** *p*< 0.001, two-tailed Student *t*-test. (**E**) Genomic snapshots of the promoter region of core circadian clock genes (*PER1*, *PER2*, *CRY1*, *CRY2*, *TEF*, *BMAL1*) showing the enrichment of MAX (orange) and BMAL1 (blue). Of note, all these regions contain either E-box or E’-box sequences. (**F**) Recruitment of MAX on the E-box-containing promoters of PER2, CRY1, and CRY2 in MYC-silenced and control MDA-MB-231 cells. Enrichment of MAX was evaluated by quantitative PCR of immunoprecipitated DNA compared with input DNA (% of input). Immunoglobulin G (IgG) was used as a negative control. Shown as mean + SEM, *n* =3. (**G**) Chromatin samples from (**F**) were immunoprecipitated with α-MYC antibody to confirm the actual reduction of MYC recruitment on an MYC-target gene (NCL) in MYC-silenced cells. *** *p* < 0.001, two-tailed Student *t*-test.

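The reference sequence of hg19 was searched for E-boxes (CACGTG) and E'-boxes (CACGTT, or AACGTG on the opposite strand) inside the peaks drawn for these genes, and selected elements are given, some of them with 12 bases to either side. In the overlapping PER1 peaks, an E-box at 8055890 to 8055895 of chromosome 17 (CACACACGGGCGCACGTGGACCTGGGTGCT) lay 13 bp from the BMAL1 summit and 43 bp from the MAX summit. The other drawn MAX peak of PER1 held neither element. At PER2, the stronger MAX peak and the BMAL1 peak shared an E'-box at 239197443 to 239197448 of chromosome 2 (CACATAGTGGAAAACGTGACCGCGCGCGCC). It lay 132 bp from the BMAL1 summit and 197 bp from the MAX summit. The weaker MAX peak held an E-box at 239198100 to 239198105. The only element in the CRY1 peaks was an E'-box at 107487411 to 107487416 of chromosome 12 (CCACCGGCACCTCACGTTTCTGAAGTGTGT), 201 bp from the BMAL1 summit and 216 bp from the MAX summit. At CRY2, an E'-box at 45868838 to 45868843 of chromosome 11 (ACACATGGTAGGAACGTGAGGGGGCGGGCC) lay 11 bp from the MAX summit. The intronic CRY2 peaks held an E-box at 45881434 to 45881439, 5 bp from the BMAL1 summit but 148 bp from the MAX summit. The TEF peaks shared 3 E-boxes, of which the closest to the MAX summit was at 41777753 to 41777758 of chromosome 22 (CACCTGGCCCCGCACGTGTCTATCTTATCC), 71 bp away. Of the peaks looked up for the drawn regions, those of Figure 4A included, 11 of 12 MAX peaks and 10 of 10 BMAL1 peaks held at least 1 element. No MAX or BMAL1 peak was listed within 10 kb of a TSS of the BMAL1 gene. The nearest MAX peak lay 22940 bp from a TSS and the nearest BMAL1 peak 1166032 bp. Within 1 kb of its TSSs, the BMAL1 gene had no CACGTG and a pair of E'-boxes, at 13298617 to 13298622 and 13331295 to 13331300 of chromosome 11.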

**Figure 4:**
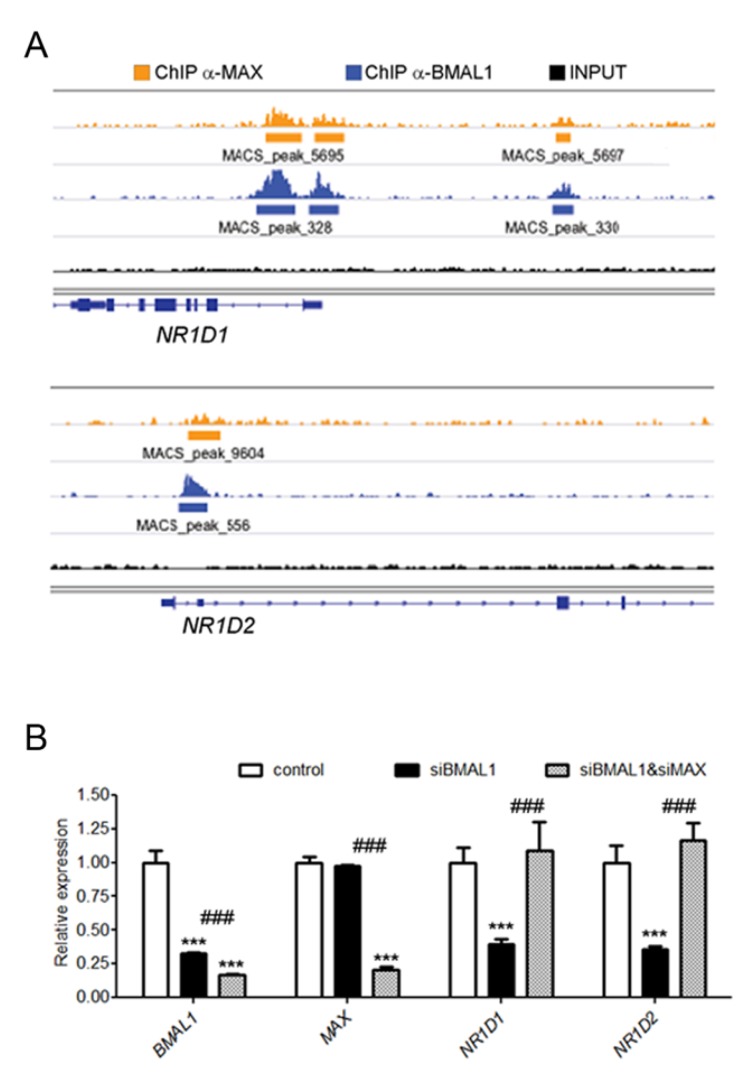
MAX regulates REV-ERB expression. (**A**) Genomic snapshots of the promoter region of the circadian repressor genes, *NR1D1* (also known as *REV-ERBα*) and *NR1D2* (also known as *REV-ERBβ*) showing the enrichment of MAX (orange) and BMAL1 (blue) ChIP-seq signals. (**B**) Expression of *NR1D1* and *NR1D2* in MDA-MB-231 cells upon the knockdown of either *BMAL1* (siBMAL1) or *BMAL1* and *MAX* (siBMAL1 and siMAX). Relative expression was determined by qRT–PCR using *GAPDH* for normalization. Values of control cells were set to 1. Shown as mean fold change versus control + SEM, *n* = 3. Two-way ANOVA with Bonferroni post hoc test is shown. *** *p* < 0.001, silenced versus control cells, and ^###^ *p* < 0.001, *MAX*-silenced versus *BMAL1*-silenced cells.

**Figure 5:**
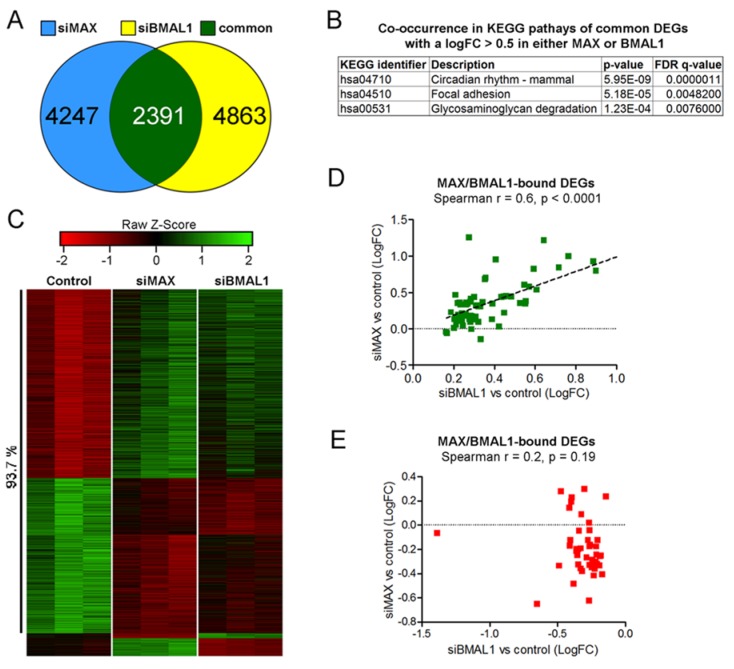
MAX and BMAL1 regulates the expression of common transcripts. (**A**) Venn diagram for differentially expressed genes (DEGs) in MDA-MB-231 cells with knocked down *MAX* (siMAX) or *BMAL1* (siBMAL1). (**B**) Co-occurrence in KEGG pathways of the set of common siMAX and siBMAL1 DEGs with an absolute logFC >0.5 upon the knockdown of either *MAX* or *BMAL1*. (**C**) Clustered heat map of triplicate normalized counts from common siMAX:siBMAL1 DEGs. The percentage of genes coherently altered in both *MAX*- and *BMAL*-silenced cells compared with control is shown. (**D**) Significant correlation between MAX/BMAL1-bound genes up-regulated in *BMAL1*-silenced and *MAX*-silenced cells. (**E***)* Lack of correlation between MAX/BMAL1-bound genes downregulated in *BMAL1*-silenced and *MAX*-silenced cells.

**Figure 6:**
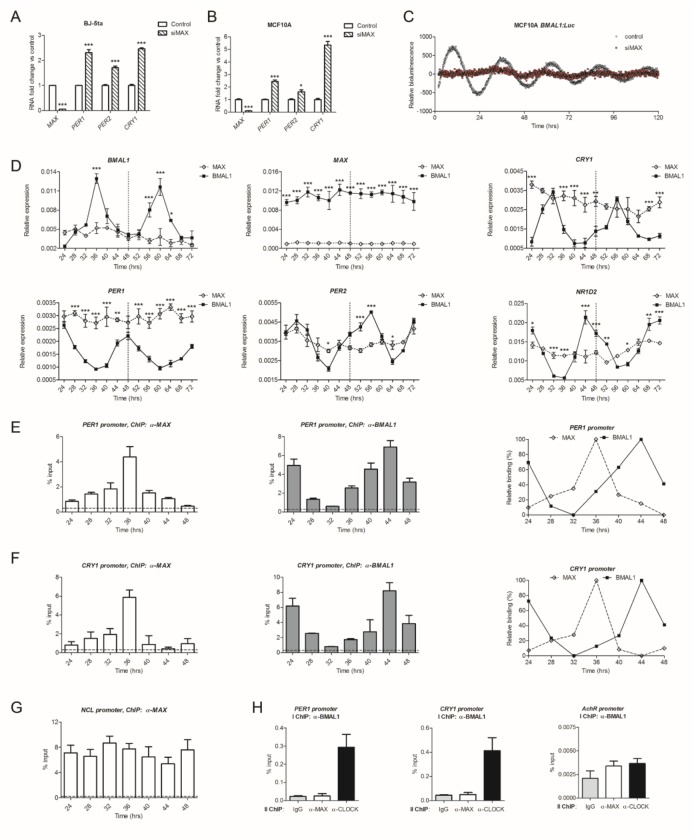
MAX is required for circadian gene expression. (**A**,**B**) Expression of *MAX*, *PER1*, *PER2*, *CRY1*, and *CRY2* genes upon MAX silencing in foreskin fibroblast BJ-5ta (**A**) and epithelial MCF10A (**B**) cell lines. Relative expression was determined by qRT–PCR using *GAPDH* for normalization. Values of control cells were set to 1. Shown as mean + SEM, *n* ≥ 3. * *p* < 0.05 and *** *p* < 0.001, two-way ANOVA with Bonferroni post hoc test, silencing versus control. (**C**) Bioluminescence counts from circadian synchronized MCF10A cells expressing a firefly luciferase reporter controlled by the circadian-responsive *BMAL1* promoter with knocked down *MAX* (siMAX, red dots). Cells transfected with a non-coding control was used as a control (control, black dots). Shown as baseline-subtracted luminescence data fitted to a sine wave. (**D**) Time-related expression over two circadian cycles of endogenous clock-controlled genes in siMAX and control synchronized MCF10A cells. Relative expression at the indicated dexamethasone post-treatment time points was determined by qRT–PCR using *GAPDH* for normalization. Shown as mean + SEM, *n* =3. * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.01, siBMAL1-silenced versus control cells, siMAX-silenced versus control cells, two-way ANOVA with Bonferroni post hoc test. (**E,F**) Recruitment of MAX and BMAL1 on the E-box-containing promoters of *PER1* (**E**) or *CRY1* (**F**) in MCF10A cells at the indicated post-synchronization time. Enrichment of MAX or BMAL1 was evaluated by quantitative PCR of immunoprecipitated DNA compared with input DNA (% of input). Immunoglobulin G (IgG) was used as a negative control. Normalized MAX and BMAL1 binding profiles are shown on the right panel for comparison (maximal and minimal values were normalized to 100 and 0, respectively). (**G**) Recruitment of MAX on the promoter of a non-circadian MAX target gene (*NCL*) at the indicated post-synchronization time. (**H**) The independent binding of MAX and BMAL1 to the clock-controlled promoters, *PER1* and *CRY1*, was evaluated by ChIP and Re-ChIP assays. Chromatin samples from non-synchronous MCF10A cells were first immunoprecipitated with an anti-BMAL1 antibody, and the recovered material was subsequently re-immunoprecipitated with IgG or with antibodies against MAX or CLOCK. A clock-independent promoter (*AchR*) was used as a negative control. Shown as mean + SEM, *n* = 2.

**Figure 7:**
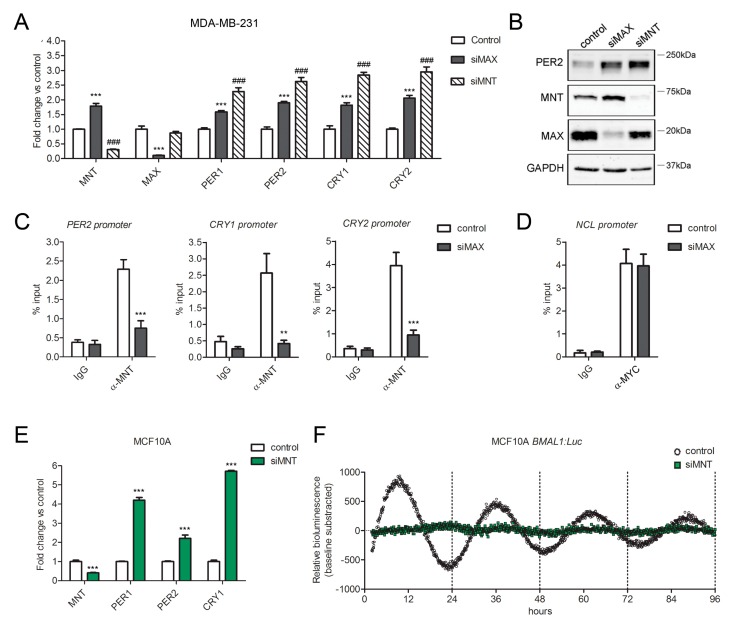
MAX repression of clock genes requires MNT. (**A**) Expression of clock genes *PER1*, *PER2*, *CRY1* and *CRY2* in MDA-MB-231 cells upon the knockdown of *MAX* (siMAX), *MNT* (siMNT). Relative expression was determined by qRT–PCR using *GAPDH* for normalization. Values of control cells were set to 1. Shown as mean + SEM, *n* ≥ 3. *** *p* < 0.001 and ^###^ *p* < 0.001, two-way ANOVA with Bonferroni post hoc test, siMAX or siMNT versus control cells, respectively. (**B**) Protein levels of PER2, MNT and MAX in MDA-MB-231 cells transfected with siRNA sequences against MAX (siMAX), MNT (siMNT) or a non-targeting control. GAPDH was used as a loading control. (**C**) Recruitment of MNT on the promoters of PER2, CRY1 and CRY2 in MAX-silenced (siMAX) and control MDA-MB-231 cells. Enrichment of MNT was evaluated by quantitative PCR of immunoprecipitated DNA compared with input DNA (% of input). Immunoglobulin G (IgG) was used as a negative control. Shown as mean + SEM, *n* =3. ** *p* < 0.01 and *** *p* < 0.001, two-way ANOVA with Bonferroni post hoc test, α-MNT precipitated DNA from siMAX versus control chromatin samples. (**D**) Chromatin samples from *C* (MAX-silenced and control) were immunoprecipitated with α-MYC. Enrichment of MYC on the MYC-target *NCL* promoter was evaluated by quantitative PCR of immunoprecipitated DNA compared with input DNA (% of input). Immunoglobulin G (IgG) was used as a negative control. Shown as mean + SEM, *n* =3. (**E**) Expression of clock genes *PER1*, *PER2*, *CRY1* in MCF10A cells knocked down for MNT (siMNT). Relative expression was determined by qRT–PCR using *GAPDH* for normalization. Values of control cells were set to 1. Shown as mean + SEM, *n* ≥ 3. * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.01, two-way ANOVA with Bonferroni post hoc test, silenced versus control cells. (**F**) Real-time bioluminescence oscillatory pattern in *MNT*-silenced (siMNT, green dots) and control (black dots) MCF10A cells expressing a firefly luciferase reporter controlled by the circadian-responsive *BMAL1* promoter. Shown as baseline-subtracted luminescence data fitted to a sine wave.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/7/2294/s1. Figure S1. (A) Expression of MYC protein in triple negative (MDA-MB-231, BT-549) and non-triple negative (BT-474, MCF7) breast cancer cell lines. Epithelial MCF10A was used as a representative non-cancerous epithelial cell line while stomach SNU16 was used as a representative MYC overexpressing cancer cell line. (B) Specificity of MAX silencing on the expression of clock core genes. Expression of the inidicated clock genes in MDA-MB-231 cells upon knockdown of MAX with three diverse and non-redundant siRNA sequences. A non-coding siRNA was used as control. Relative expression was determined by qRT-PCR using GAPDH for normalization. Values of control cells were set to 1. Shown as mean fold change versus control + SEM, *n* = 3. Figure S2. (A) Expression of clock genes (PER1, PER2, CRY2, and TEF) in MDA-MB-231 cells with knocked down CRY1 (siCRY1), MAX (siMAX), and both CRY1 and MAX (siCRY1&siMAX). A non-coding siRNA was used as control. Relative expression was determined by qRT-PCR using GAPDH for normalization. Values of control cells were set to 1. Shown as mean ± SEM, *n* ≥ 3. * *p* < 0.05. ** *p* < 0.01 and *** *p* < 0.001, two-way ANOVA with Bonferroni post hoc test, silencing versus control. ###P < 0.001, siCRY1&siMAX versus siCRY1. (B) Repression of PER2-promoter driven GFP by a CRY agonist, KL001 (5 μM), in reporter MDA-MB-231 cell lines bearing either a wild type (E’-box-GFP) or a mutated (E’mut-box-GFP) PER2 promoter sequence. Expression of the endogenous PER2 was used as a control of the responsiveness of the cells to KL001. Two-way ANOVA with Bonferroni post hoc test comparing KL001 versus vehicle. ** *p* < 0.01 and *** *p* < 0.001. Figure S3 Ontological annotation of BMAL1 bound regions by Genomic Regions Enrichment of Annotations Tool (GREAT) (http://great.stanford.edu/public/html/). Table S1. Genomic regions bound by MAX identified by ChIP-seq analysis from MDA-MB-231 cells (ChIP-Seq reads were aligned on hg19 human genome assembly); Table S2. Genomic regions bound by BMAL1 identified by ChIP-seq analysis from MDA-MB-231 cells (ChIP-Seq reads were aligned on hg19 human genome assembly). Table S3. Differentially Expressed Genes (DEGs) in BMAL1 silenced MDA-MB-231 cells compared with control. Mean normalized counts (Mean), log fold change difference (LogFC) and adjusted P values (adjP) are reported. Table S4. Differentially Expressed Genes (DEGs) in MAX silenced MDA-MB-231 cells compared with control. Mean normalized counts (Mean), log fold change difference (LogFC) and adjusted P values (adjP) are reported. Table S5. Genes significanlty affected by the knockdown of either MAX or BMAL1 (adjust *p* < 0.05). Log fold change difference (LogFC) in MAX-silenced and BMAL1-silenced cells compred with control is reporter. Normalized counts of triplicates from siMAX, siBMAL1 and control samples is also reported. These values were used for generating the heat map in Figure 4C. Table S6. Primers used for gene expression analysis. Table S7. siRNA sequences used in this study.

## Abbreviations

BMAL1	Brain and Muscle ARNT-Like 1
MAX	Myc-associated factor X
PER1/2	Period circadian protein homolog 1/2
CRY1/2	Cryptochrome Circadian Regulator1/2
CLOCK	Circadian Locomotor Output Cycles Kaput
NR1D1	Nuclear receptor subfamily 1, group D, member 1
NR1D2	Nuclear receptor subfamily 1, group D, member 2
CCG	Clock Controlled Genes
CDK4	Cyclin-dependent kinase 4
CDC25C	Cell Division Cycle 25C
RCF4	Replication complex factor4
NCL	Nucleolin
MCM2	Minichromosome Maintenance Complex Component 2
CDKN1A	Cyclin Dependent Kinase Inhibitor 1A
ChIP-seq	Chromatin Immuno-Precipitation sequencing
NGS	next generation sequencing
DEGs	differentially expressed genes
BHLHE41	Basic Helix-Loop-Helix Family Member E41
HIF1A	hypoxia-inducible factor-1 alpha
mTOR	mammalian target of rapamycin
ATCC	American Type Culture Collection

How the deposited data were processed for this re-analysis (not part of the article)

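BMAL1 and MAX were immunoprecipitated from chromatin of MDA-MB-231 cells and sequenced, with 1 library for each antibody and 1 input library. The authors aligned the single reads on hg19 with BWA and called peaks with MACS2 2.0.9 through the HTS-flow pipeline, separately for each antibody and against the same input. No replicate libraries were analysed here, so no spread between replicates was available for any value, and the tests compare peaks or windows within these libraries.

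The units of the values are those written by the peak caller. According to the headers of the deposited lists, the pileup is the height of the extended fragments at the summit, with tags extended to 300 bp and not scaled per tag sequenced. The fold enrichment that the authors deposited is the ratio of this pileup to the local background estimated from the input. The -log10 p-values and -log10 q-values were also written by the authors' peak caller for every peak. Before the lists were used, it was checked that each length equals end minus start plus 1, that all positions lie within the hg19 chromosomes, that peaks of a list do not overlap each other, and that the lowest background implied by pileup and fold enrichment (1.54 for BMAL1 and 1.28 for MAX) equals the genome-wide expectation from the number of tags. In 13.0% of BMAL1 peaks and 15.4% of MAX peaks the background was at this genome-wide level, and in the others the local input set it.

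The headers record a p-value cutoff of 1e-05 and the methods 1e-08. All listed peaks were used. The headers also record a tag size of 51 bp, and the methods a read length of 50 bases. Duplicate tags were limited to 2 per position for BMAL1 and to 1 for MAX. The depth was 13866783 tags for BMAL1, 11545865 tags for MAX and 29308882 tags for the input. A peak at the median pileup rests on 24 fragments for BMAL1 and 18 for MAX, and a deeper library would list weaker peaks, so the absence of a listed peak means that none passed the cutoff at this depth.

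Overlap was counted at 1 bp or more, since the paper's text does not name its minimum. The share of overlapping peaks carries a Wilson 95% confidence interval, which covers counting error only. It was compared with 10000 random circular shifts of the BMAL1 peaks along each chromosome, which keep the number, width and spacing of the peaks (one-sided permutation test). For shared and other peaks, the median fold enrichment was placed among the medians of 10000 random sets of peaks of the same size. Each BMAL1 peak was paired with the MAX peak of largest overlap, and the correlation of fold enrichment over these pairs was tested with 100000 permutations. Promoter peaks shared at least 1 bp with the 300 bp on either side of a TSS, with the transcripts of GENCODE release 44 mapped to GRCh37, the assembly that hg19 names. The paper took its TSSs from a UCSC annotation, which was not used here. E-boxes were counted in 200 bp windows at summits and in windows 2 kb to either side, and compared with a two-sided Fisher's exact test. Random draws used seed 1.

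The overlap, random-set, E-box and label-permutation steps were tested on simulated data. Of 756 simulated peaks, 500 were placed on MAX peaks and 500 were found to overlap. In 20 runs with uniformly placed peaks, 0 had a permutation p below 0.05, and 0 of 20 random sets without a planted change were called higher. Of 700 random windows, 280 received a planted E-box and 298 were found to hold one, the planted ones and those present by chance. Of 20 features without a planted difference, 1 was called by the label permutation, and 20 of 20 with one were called.

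The genes named are those the paper names in its ChIP-seq section or draws in Figures 3 and 4, and by position the 5 BMAL1 peaks and the 5 BMAL1 peaks without a MAX peak with the highest fold enrichment. This rule was set before the data were examined. PER3 was added after the data were seen, because the Discussion refers to all PERs. Peaks drawn in Figures 3E and 4A were looked up by the number printed in the figure, which is the order of the peaks in the lists. Where the figure draws a peak next to a labelled one without a number of its own, at PER2 and NR1D1, it was taken as the adjacent entry of the list.

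The alternatives set before the data were examined covered the p-value threshold, the overlap rule, merging of nearby peaks, the measure of enrichment, matching on peak width, the promoter rule, the E-box definition and the flanking windows. The threshold of 1e-08, the thresholds applied to the clock gene regions, leaving out BMAL1 peaks with a fold enrichment under 3, and promoters defined by protein-coding or canonical TSSs were added after the data were seen. The heatmap signal, rpm/bp values, ontological annotation, quantitative ChIP, expression and RNA sequencing experiments were not analysed here. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.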

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

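Several tests were chosen only after the result was seen. They include those of the input background at the peaks spanning the PER1 5' end and of BMAL1 signal at strong MAX sites. The others are those of the enrichment, the location and the low fold enrichments of BMAL1 peaks without a MAX peak. The design has 1 library per antibody in 1 cell line and no other condition, so explanations were tested only by comparing peaks within these lists.

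A pair of peaks that spans the 5' end of the annotated PER1 gene (position 8059824) carries no number in Figure 3E and is not discussed in the text. It includes the MAX peak with the largest -log10 p of its list, 225.21, and the BMAL1 peak with the largest -log10 p of its list, 713.85. The MAX peak spans 8059356 to 8060352 on chromosome 17 of hg19 and the BMAL1 peak 8059319 to 8060573, with summits 42 bp and 124 bp upstream of a PER1 TSS. Their fold enrichments, 53.9 and 111, each rank 2 in the list. Both peaks hold a pair of E-boxes, of which GCGGGAGAGATACACGTGAGAGAGGGGCCG contains the one closest to the BMAL1 summit, 12 bp away. A high input signal was weighed as a technical explanation. The background implied for the MAX peak, 3.15, was higher than that of 92.8% of MAX peaks, within the lower 95% set as the limit, and that implied for the BMAL1 peak, 3.97, was higher than that of 91.4% of BMAL1 peaks. Input signal was thus fairly high at the site without passing the limit, and fold enrichment over it stayed near the top of both lists. Fold enrichment is already taken over this background, and a high background lowers it. The rank of the background therefore cannot decide whether input signal contributed to these peaks. The effect of duplicate tags was not tested.

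The NCL promoter, which the paper uses as a site of MYC binding (Figure 3G), held a BMAL1 peak. The peak spans 232328372 to 232328722 on chromosome 2 of hg19, overlaps the NCL 5' end with its summit 134 bp upstream of a TSS, and has a fold enrichment of 6.13, above 7.94% of BMAL1 peaks, with a -log10 p of 14.2. The MAX peak there (232328295 to 232329083) has a fold enrichment of 23.6, above 98.2% of MAX peaks, and contains 5 CACGTG sequences. If BMAL1 signal followed strong MAX sites in general, strong MAX peaks without CACGTG would carry BMAL1 peaks as often as those with it. Among the 3412 MAX peaks of highest fold enrichment, 4.08% of those without CACGTG within 100 bp of the summit (88 of 2159) carried a BMAL1 peak, against 23.0% of those with it (288 of 1253; two-sided Fisher's exact test, p = 7.5e-63). CACGTG therefore mattered among strong MAX sites. BMAL1 peaks also followed MAX enrichment without it at the summit, however, since 0.795% (24 of 3018) of such peaks among the 3413 of lowest fold enrichment carried one (two-sided Fisher's exact test against the 4.08%, p = 1.1e-15). Some of these peaks hold an E-box farther from the summit. With neither E-box nor E'-box in the MAX peak or within 500 bp of it, the shares were lower, 0.504% (9 of 1787) among the weakest and 2.18% (22 of 1009) among the strongest (two-sided Fisher's exact test, p = 9.2e-05). The rise thus held without these elements, in few peaks, and the BMAL1 peak at NCL, which lies on E-boxes, cannot be told apart from it.

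The paper's text does not discuss the 120 BMAL1 peaks without a MAX peak. The strongest lies on chromosome 17 of hg19 from 66364391 to 66365101 in an intron of ARSG, with a fold enrichment of 33.35 and CACGTG within 100 bp of the summit, and the nearest MAX peak is 9096 bp away. The next 4 have fold enrichments of 32.5 (chromosome 15, 73925666 to 73926219, at NPTN), 27.1 (chromosome 10, 77718945 to 77719497, in LRMDA), 26.0 (chromosome 2, 238642305 to 238642835, in LRRFIP1) and 21.4 (chromosome 16, 23521637 to 23522099, at GGA2), and each has CACGTG within 100 bp of the summit. PER3, looked up after the data were seen, also has such a peak (chromosome 1, 7843867 to 7844193), with a fold enrichment of 12.98 and its summit 319 bp upstream of the TSS. It holds 2 CACGTG sequences, and the nearest MAX peak is 138017 bp away.

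Explanations for the 120 peaks were tested together. A MAX peak just outside was not the rule, since 8.33% had one within 1 kb. Their median fold enrichment did not stand apart, as 11.2% of random sets of 120 BMAL1 peaks had a median as low. The overlap with MAX was nevertheless less frequent among the BMAL1 peaks of lowest fold enrichment (78.8%) than among those of highest (89.9%), so weaker binding is not excluded for part of them. CACGTG was less frequent at their summits, in 63.3% against 77.5% of shared peaks (two-sided Fisher's exact test, p = 0.0017), which is the direction a lack of MAX binding sites would give, although most of the 120 still had one. Of the 120, 9 (7.5%) belong to the 16 BMAL1 peaks with a fold enrichment under 3, which lie near assembly gaps. Without these 16, the shares with CACGTG were 68.5% and 78.4% (two-sided Fisher's exact test, p = 0.0276) and 19.0% of random sets had a median fold enrichment as low, so such peaks make up a small part of the 120. Their GC content was lower, with a mean of 54.4% against 60.8% within 100 bp of the summit (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). They also lay away from promoters more often, with 94 of the 120 (78.3%) distal against 51.7% of shared peaks (two-sided Fisher's exact test, p = 4.0e-08). Among distal peaks alone, GC content was 51.7% without and 56.7% with a MAX peak (two-sided permutation test, p = 1e-05) and CACGTG was found in 59.6% and 75.4% (two-sided Fisher's exact test, p = 0.0040). Among promoter peaks, of which 26 had no MAX peak, neither difference passed the threshold (two-sided permutation test, p = 0.36, and two-sided Fisher's exact test, p = 0.80). Absence of MAX at these sites therefore cannot be told apart from effects of GC content, which may act through library amplification or through the sites themselves, or of distance from promoters.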

How the results depend on the processing

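Of the 45 values recomputed under alternatives, 32 were counted as unchanged and 13 moved. The unchanged values include those from limiting the lists to standard chromosomes, which could not change. Unchanged meant the same direction and side of the threshold for a test, a value inside the confidence interval for a share, and a number within 1.5 times that of the main setting for peaks or gene regions counted. No value with a test reversed its direction or crossed the threshold of the test. The settings at p 1e-08 and those with protein-coding or canonical TSSs, the stricter threshold for the clock gene regions, and leaving out BMAL1 peaks with a fold enrichment under 3, were chosen after the data were seen.

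The number of MAX peaks fell from 13650 to 7514 at p 1e-12, while the BMAL1 list fell from 756 to 551, so weak peaks make up more of the MAX list. The share of BMAL1 peaks overlapping a MAX peak, 84.1% in the main setting, was 73.8% with MAX peaks at p 1e-12, 75.3% with both lists at p 1e-12, 66.5% with a reciprocal overlap of at least 50%, and 22.5% when the MAX list was limited to as many of its strongest peaks as there are BMAL1 peaks. The last value shows that the share depends on weaker MAX peaks being listed, which the depth of the MAX library limits. The cause of the other changes was not tested. The other 6 alternatives for this share stayed within its confidence interval.

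The promoter share moved in every alternative tried. For BMAL1 it was 50.3% with 1 kb either side of the TSS, 38.1% with the summit within 300 bp, 35.1% with protein-coding transcripts only and 34.5% with one canonical TSS per gene, against 44.0% in the main setting. For MAX the values were 61.6%, 45.7%, 44.7% and 43.4%, against 53.6%. The cause was not tested beyond the change of rule. Whether promoter or distal peaks were more numerous depended on the rule. For MAX the order was turned round in 3 of these 4 settings, all but that of 1 kb, and for BMAL1 in that of 1 kb (380 promoter and 376 distal peaks). In each setting the share was higher for MAX than for BMAL1.

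The overlap stayed above that of shifted peaks in all 4 forms of the test, with ratios of the observed share to the mean shifted share from 51.0 (local shifts of 10 kb to 100 kb) to 255 (summit inside a MAX peak). The higher MAX enrichment at shared peaks held in the alternatives set for it, and no random set reached the shared median in any of them. The log2 ratio of the medians was 0.51 in the main setting, 0.52 with the BMAL1 summit inside the MAX peak and 0.83 for -log10 p. Matching on peak width changes only the random sets, and against their mean the log2 ratio of the shared median was 0.33, compared with 0.49 without matching. The ratio of the medians was smaller when the comparison was limited to peaks with CACGTG (0.46) or to distal peaks (0.40). The difference in BMAL1 enrichment between shared and other BMAL1 peaks did not stand apart from random sets in any setting. The correlation of BMAL1 and MAX enrichment over shared peaks ranged from 0.21 to 0.33, with the same input under both factors in each setting. Odds ratios for CACGTG alone ranged from 60.9 to 99.2 for BMAL1 and from 6.37 to 10.4 for MAX, and were 55.7 and 6.04 with E'-boxes counted as well. The 7 drawn gene regions with MAX peaks kept one at each threshold tried. All peaks lie on chromosomes 1 to 22 and X, so limiting the lists to standard chromosomes could not change a value and shows no stability.

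The comparison by tags per bp of peak was not run, because the lists give no tag numbers. No paired analysis was possible because each antibody has a single library. For the same reason no fit without one of several replicates was made.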

Differences from the paper's values

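The -log10 of the p-value threshold for peak calling is 8 in the paper's methods and 5 in the headers of both lists. None of the alternatives set before the data were examined bears on the recorded cutoff. The lists contain peaks between the 2 values, among them the weaker of the MAX peaks drawn at PER2, with a -log10 p of 7.2. The paper's rounded peak numbers and its share of overlapping peaks were within 1.5 times the values found here in the main setting. The peak numbers shown in Figure 3B differ by a few peaks from those of the lists, and the cause was not found.

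Figure 3A shows more distal than promoter peaks for MAX, about 7800 against about 5900, read by eye. With every annotated TSS, promoter peaks were more numerous here, 7318 against 6332 distal. The order was that of the figure with the summit required inside the window (7410 distal and 6240 promoter peaks), an alternative set before the data were examined, and was not with 1 kb either side of the TSS, where 5242 MAX peaks were distal. It was also that of the figure with protein-coding transcripts only (7542 and 6108) and with one canonical TSS per gene (7721 and 5929), both chosen after seeing the values. For BMAL1, Figure 3A shows about 500 distal and about 250 promoter peaks, read by eye, and the values here were 423 and 333 in the main setting.

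The Discussion lists the PERs without exception among the clock genes that MAX targets directly. No MAX peak was listed within 10 kb of a PER3 TSS.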

Other observations

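The tests in this part were chosen before the result each test measures was seen, with the following exceptions. Limiting BMAL1 promoter peaks to protein-coding TSSs in the promoter comparison was decided after the data were seen. So was leaving out peaks with a fold enrichment under 3. The test of MAX overlap among BMAL1 peaks with a fold enrichment under 3 was chosen after the overlap was seen.

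The overlap of BMAL1 with MAX was set against 2 general explanations. If both factors only followed gene-rich regions, BMAL1 peaks moved by 10 kb to 100 kb would overlap MAX peaks nearly as often as in place. The mean after such local shifts was 1.65%, against 84.1% in place. If MAX simply sat at most promoters, the share of protein-coding genes with a MAX peak within 300 bp of a TSS would be near the share of BMAL1 promoter peaks with MAX. It was 32.5%, against 93.2%. Gene-rich regions alone therefore do not account for the overlap, and neither does MAX at most promoters of all protein-coding genes. The 32.5% counts genes, was not limited to active promoters, and is set against a share of peaks. MAX at most active promoters is thus not excluded. Chromatin accessibility, which both factors could share, was not tested beyond these values.

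Weak BMAL1 peaks overlapped MAX peaks somewhat less often than strong ones, but most of them did (78.8% of the 189 peaks of lowest fold enrichment, against 89.9% of the 189 of highest). Without the 16 peaks with a fold enrichment under 3, the share among the former was 82.1% (142 of 173). If weak BMAL1 peaks were signal at open chromatin without binding sites, their summits would hold CACGTG no more often than flanking windows. Of the 189 BMAL1 peaks of lowest fold enrichment, 61.4% held CACGTG, against 1.85% of flanking windows (two-sided Fisher's exact test, p = 2.8e-60). Flanking windows need not be open chromatin, but the share was also above the 18.8% of MAX peaks without BMAL1. That explanation was thus not borne out for these peaks as a group. It is not excluded for those without CACGTG.

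The higher MAX enrichment at peaks shared with BMAL1 was set against peak width and the presence of an E-box. In random sets matched on peak width, the mean of the median fold enrichments was 10.9, closer to the shared median of 13.8 than the 9.77 of unmatched sets. Width is called from the same signal as fold enrichment, so matching on it cannot separate them. No matched set reached the shared median. Among MAX peaks with CACGTG within 100 bp of the summit, the medians were 15.2 for the 437 shared and 11.1 for the 2452 other peaks, a log2 ratio of 0.46. Location at promoters could not account for the difference, since shared MAX peaks were distal slightly more often than the others (49.9% against 46.2%). Among distal MAX peaks the medians were 12.1 for 318 shared and 9.14 for 6014 other peaks, a log2 ratio of 0.40, and no random set of 10000 reached the shared median in either comparison. A hypothesis that remains is that sites open to BMAL1 may also be bound more often by MAX. Copy number and accessibility in MDA-MB-231 cells were not tested.

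Of the 2889 MAX peaks with CACGTG within 100 bp of the summit, 437 (15.1%) carried a BMAL1 peak. The share rose with MAX fold enrichment, from 5.57% among the peaks of lowest enrichment to 23.0% among those of highest, in 4 groups of the MAX list. The bases beside the E-box were compared between peaks with and without BMAL1, with labels permuted 10000 times within these 4 groups. T directly 5' of CACGTG on either strand was more frequent with BMAL1 (38.7% against 23.0%) and C less frequent (53.1% against 66.8%; two-sided permutation tests, Benjamini-Hochberg adjusted p = 2e-04 for each over the 4 bases). A was more frequent as well (36.8% against 31.6%, adjusted permutation p = 0.0047), and G did not pass the threshold (50.3% against 44.1%, adjusted permutation p = 0.0635). GC content within 100 bp of the summit was 61.1% and 59.1%, a difference that did not pass the threshold within groups of MAX enrichment (two-sided permutation p = 0.0613). A second E-box or E'-box 6 or 7 bp from CACGTG was found in 4 of the 437 peaks with BMAL1 (0.915%) and in 2 of the 2452 others (0.0816%; one-sided permutation p = 0.0093), too few to account for more than a small part of the BMAL1 peaks. As a hypothesis, the base next to the E-box may help to decide which MAX sites also bind BMAL1. A peak could count for several bases, and peaks with and without BMAL1 were not matched on their number of E-boxes. The difference was found in 1 library per factor, and the binding of other E-box proteins was not tested.

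A small number of peaks combined a high pileup with a fold enrichment under 3. There were 8 such MAX peaks, with a median pileup of 222.5 against 18 for the others, and 16 such BMAL1 peaks, with a median of 166 against 23.5. If reads piled up on collapsed repeats, these peaks would lie near assembly gaps. Of the 8 MAX peaks, 6 (75%) lay within 1 Mb of a run of at least 50 kb of unknown bases in the assembly, against 13.8% of other MAX peaks (two-sided Fisher's exact test, p = 1.5e-04). All 16 BMAL1 peaks did, against 17.2% of other BMAL1 peaks (two-sided Fisher's exact test, p = 1.3e-12). These peaks are consistent with collapsed repeats. Of the 16 BMAL1 peaks, 7 overlap a MAX peak and 9 (56.3%) do not, against 15.0% of other BMAL1 peaks without one (two-sided Fisher's exact test, p = 2.1e-04, chosen after the overlap was seen). Leaving them out changed the overlap from 84.1% to 85.0%.

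At TEF, a MAX peak that overlaps no BMAL1 peak lies at the upstream TSS (chromosome 22 of hg19, 41763015 to 41763594), with a fold enrichment of 19.0 and an E-box 71 bp from its summit. The paper's text does not discuss this peak separately.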
